# Ethanol-Mediated Novel Survival Strategy against Drought Stress in Plants

**DOI:** 10.1093/pcp/pcac114

**Published:** 2022-08-25

**Authors:** Khurram Bashir, Daisuke Todaka, Sultana Rasheed, Akihiro Matsui, Zarnab Ahmad, Kaori Sako, Yoshinori Utsumi, Anh Thu Vu, Maho Tanaka, Satoshi Takahashi, Junko Ishida, Yuuri Tsuboi, Shunsuke Watanabe, Yuri Kanno, Eigo Ando, Kwang-Chul Shin, Makoto Seito, Hinata Motegi, Muneo Sato, Rui Li, Saya Kikuchi, Miki Fujita, Miyako Kusano, Makoto Kobayashi, Yoshiki Habu, Atsushi J Nagano, Kanako Kawaura, Jun Kikuchi, Kazuki Saito, Masami Yokota Hirai, Mitsunori Seo, Kazuo Shinozaki, Toshinori Kinoshita, Motoaki Seki

**Keywords:** ABA, Chemical priming, Drought tolerance, Ethanol, Gluconeogenesis, Stomatal closure

## Abstract

Water scarcity is a serious agricultural problem causing significant losses to crop yield and product quality. The development of technologies to mitigate the damage caused by drought stress is essential for ensuring a sustainable food supply for the increasing global population. We herein report that the exogenous application of ethanol, an inexpensive and environmentally friendly chemical, significantly enhances drought tolerance in *Arabidopsis thaliana*, rice and wheat. The transcriptomic analyses of ethanol-treated plants revealed the upregulation of genes related to sucrose and starch metabolism, phenylpropanoids and glucosinolate biosynthesis, while metabolomic analysis showed an increased accumulation of sugars, glucosinolates and drought-tolerance-related amino acids. The phenotyping analysis indicated that drought-induced water loss was delayed in the ethanol-treated plants. Furthermore, ethanol treatment induced stomatal closure, resulting in decreased transpiration rate and increased leaf water contents under drought stress conditions. The ethanol treatment did not enhance drought tolerance in the mutant of *ABI1*, a negative regulator of abscisic acid (ABA) signaling in Arabidopsis, indicating that ABA signaling contributes to ethanol-mediated drought tolerance. The nuclear magnetic resonance analysis using ^13^C-labeled ethanol indicated that gluconeogenesis is involved in the accumulation of sugars. The ethanol treatment did not enhance the drought tolerance in the aldehyde dehydrogenase (*aldh*) triple mutant (*aldh2b4/aldh2b7/aldh2c4*). These results show that ABA signaling and acetic acid biosynthesis are involved in ethanol-mediated drought tolerance and that chemical priming through ethanol application regulates sugar accumulation and gluconeogenesis, leading to enhanced drought tolerance and sustained plant growth. These findings highlight a new survival strategy for increasing crop production under water-limited conditions.

## Introduction

A lack of available water limits plant growth and photosynthetic capabilities, resulting in decreased crop yield. The global population has been increasing rapidly and is projected to reach ∼9.5 billion by 2050. Hence, ensuring that sufficient food continues to be produced for the increasing population is a major challenge for plant scientists (Hickey et al. 2019). Meanwhile, environmental stresses are worsening, including drought, which is expected to increase in frequency and duration (Ault 2020). Achieving food security while promoting sustainable agriculture is included in the United Nations’ Sustainable Development Goals (Goal 2: Zero Hunger; Kroll 2015). A thorough understanding of the plant drought stress response is essential for developing effective strategies to mitigate the adverse effects of drought stress (Gupta et al. 2020, Yoshida et al. 2021, Kuromori et al. 2022, Zhang et al. 2022). In plants, stomata regulate gaseous exchange and are integral to regulating water and photosynthesis (Hsu et al. 2021). Several approaches involving conventional and transgenic technologies have been used to improve crop growth under water-limited conditions, including the regulation of transcription factors, osmolyte biosynthesis, peptides and metabolic enzymes (Kim et al. 2017, Takahashi et al. 2018, Vaidya et al. 2019, Ahmad et al. 2021). Much of the related research has focused on decreasing the transpiration rate under drought conditions by regulating stomatal opening (Hetherington and Woodward 2003). The exogenous application of plant metabolites reportedly enhances plant stress tolerance (Sako et al. 2021). Acetic acid increases drought tolerance, while ethanol can mitigate the detrimental effects of salinity and heat stress (Kim et al. 2017, Nguyen et al. 2017, Ogawa et al. 2021, Sako et al. 2021, Matsui et al. 2022). In plants, ethanol fermentation ensures that energy is conserved under stress conditions (Tadege et al. 1999). In the ethanol fermentation pathway, pyruvate is decarboxylated to generate acetaldehyde by pyruvate decarboxylase, which is specifically conserved in plants, mosses and fungi (Kim et al. 2017). Acetaldehyde is then reduced to ethanol via a reaction catalyzed by alcohol dehydrogenase (ADH), which is accompanied by the oxidation of nicotinamide adenine dinucleotide to NAD^+^ (**Supplementary Fig. S1**). This reaction, which is reversible, enables ethanol to be readily transformed into acetic acid through the acetaldehyde intermediate by aldehyde dehydrogenase (ALDH) enzymes (Tadege et al. 1999, Rasheed et al. 2018). The resulting acetic acid compound can be metabolized through the tricarboxylic acid (TCA) or glyoxylate cycle (Tadege et al. 1999, Fu et al. 2020).

Chemical priming offers several key advantages over transgenic technology, but it must be affordable for farmers, environmentally friendly and safe for humans, animals and plants. In this study, we demonstrate that chemical priming with ethanol, an inexpensive and environmentally friendly chemical, significantly enhances the drought tolerance in *Arabidopsis thaliana*, rice and wheat. Ethanol-mediated drought tolerance may be exploited to mitigate the adverse effects of drought stress and represents an alternative to the development of transgenic plants or laborious classical breeding methods.

## Results

### Enhanced plant drought tolerance through the regulation of stomatal closure by ethanol treatment

Previous research revealed that the expression of *ADH1* increases under drought conditions (Rasheed et al. 2016). *ADH1* converts acetaldehyde to ethanol in a reversible manner (Bui et al. 2019), suggesting that the exogenous application of ethanol might enhance plant drought tolerance. First, we examined the effect of exogenous ethanol on plants by treating *A. thaliana* roots with 5, 10 and 20 mM ethanol for 3 d. All three concentrations enhanced drought tolerance; however, the effect of 10 mM ethanol was greater than that of 5 and 20 mM ethanol (**Fig. 1A**, **B**). Thus, 10 mM ethanol was used for most of the subsequent analyses of *A. thaliana*. Ethanol treatments also improved the drought tolerance in wheat (50 mM; **Fig. 1C**, **D**) and rice (100 mM; **Fig. 1E**, **F**). These results demonstrate that ethanol can decrease drought-induced damages to monocots and dicots.

**Fig. 1:**
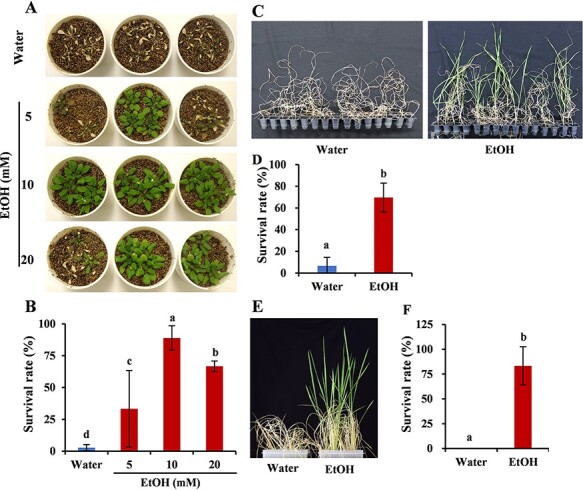
Ethanol enhances plant drought tolerance. (A, B) Different ethanol (EtOH) concentrations enhanced the drought tolerance of *A. thaliana*. Data were recorded 3 d after plants were rewatered. (C, D) 50 mM ethanol treatment significantly enhanced the drought tolerance of wheat (*T. aestivum*, Chinese Spring). Data were recorded 30 d after plants were rewatered. (E, F) 100 mM ethanol treatment significantly enhanced the drought tolerance of rice (*O. sativa* L., Nipponbare). Data were recorded 20 d after plants were rewatered. Different letters indicate significant differences according to the Tukey–Kramer test (*P* < 0.05); (A–D) *n* = 3 and (E, F) *n* = 4.

In ethanol-treated plants, the leaf temperature increased at 72 h after the ethanol treatment [0 d after drought (DAD)] and at 1 and 3 DAD (**Fig. 2A****–C**). The stomatal aperture decreased in the ethanol-treated plants under control conditions, but this effect of ethanol decreased at 7 DAD (**Fig. 2D**). Although we did not measure the stomatal aperture at 3 DAD, the observed increase in leaf temperature at this time point was indicative of stomatal closure and a decreased transpiration rate during the early response to drought stress. An analysis of the abscisic acid (ABA) contents in the roots and shoots of ethanol- and water-treated plants at several time points revealed a lack of significant differences between the two treatments (**Supplementary Fig. S2**). To further investigate the mechanism regulating stomatal closure, we tested if ethanol enhances drought tolerance in an ABA signaling pathway mutant, *ABA insensitive 1-1* (*abi1-1*) (Gosti et al. 1999). Ethanol treatment did not enhance drought tolerance in the *abi1-1* mutant plants (**Fig. 2E**, **F**), although enhanced drought tolerance was observed in *A. thaliana* Landsberg *erecta* ecotype (**Supplementary Fig. S3**). Ethanol treatment also neither decreased the stomatal aperture nor increased the leaf temperature in the *abi1-1* mutant (**Fig. 2G**, **H**). These results indicate that ABA signaling is involved in ethanol-mediated drought tolerance.

**Fig. 2:**
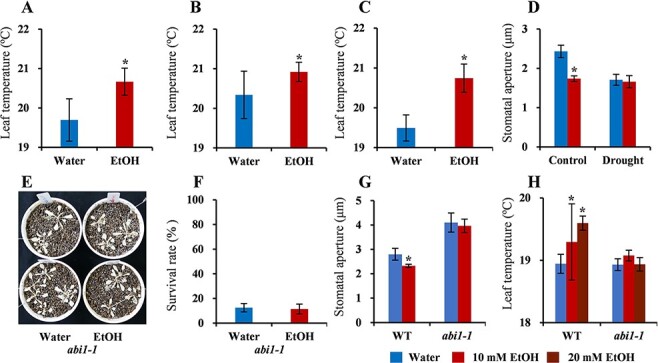
ABA signaling is involved in ethanol-mediated drought tolerance. The roots of 19-day-old WT plants were treated with 10 mM ethanol for 3 d and then subjected to drought stress. (A) Leaf temperature at 72 h after the ethanol treatment (0 DAD). (B) 1 DAD. (C) 3 DAD. (D) Stomatal aperture under 7-d watered control conditions and at 7 DAD. Asterisks indicate significant differences (compared with the control conditions) according to the Student-Newman-Keuls (SNK) test (*P* < 0.05); (A–C) *n* > 20 and (D) *n* = 4. (E, F) Drought test of water- and ethanol-treated *abi1-1* plants. (G) Stomatal aperture of WT (L*er*) and the *abi1-1* mutant at 1-day after 3-day ethanol treatment. (H) Leaf temperature measurement of WT (L*er*) and the *abi1-1* mutant at 3-d ethanol treatment. There were no significant differences between the control and ethanol-treated *abi1-1* plants according to the SNK test (*P* < 0.05); *n* = 3.

### Identification of the genes regulated by ethanol treatment

A plant growth system using ceramic-based granular soil can be used to isolate roots and shoots separately under drought conditions (Rasheed et al. 2016). In the current study, ethanol-mediated drought tolerance was observed in plants grown in ceramic-based granular soil (**Supplementary Fig. S4**). For the microarray analysis, the roots and shoots were harvested separately at 0, 3, 24 and 72 h after the ethanol treatment and at 1, 3 and 5 DAD. The microarray analysis of the roots revealed the upregulated expression of 31, 150 and 26 genes at 3, 24 and 72 h after the ethanol treatment, respectively (**Supplementary Fig. S5A**). During the drought treatment, the expression levels of 86, 82 and 106 genes were upregulated at 1, 3 and 5 DAD, respectively (**Supplementary Fig. S5B**). In the shoots, the expression levels of 34, 95 and 30 genes were upregulated at 3, 24 and 72 h after the ethanol treatment, respectively (**Supplementary Fig. S5C**). Moreover, 312, 350 and 755 genes had upregulated expression levels in the shoots at 1, 3 and 5 DAD, respectively (**Supplementary Fig. S5D**). The *Nine-Cis-Epoxycarotenoid Dioxygenase 3* expression level increased at 24 h after the ethanol treatment and at 3 DAD in the roots and at 1 and 3 DAD in the shoots (**Supplementary Tables S1 and S2**). The expression levels of several other drought-tolerance-related genes belonging to the ABA-dependent pathway (*MYC2, Abscisic Acid-Responsive Element Binding Protein1, delta(1)-Pyrroline-5-Carboxylate Synthetase1 and Responsive to Desiccation 29B*) and the ABA-independent pathway (*Dehydration Responsive Element-Binding Protein 1A and Galactinol Synthase 3*) were also upregulated in the shoots by the ethanol and drought treatments (**Supplementary Tables S1 and S2**,   **Supplementary Fig. S6**). The expression levels of the genes involved in the biosynthesis of aliphatic glucosinolates, which contribute to drought tolerance (Salehin et al. 2019), were higher in the ethanol-pretreated shoots during the drought treatment (**Supplementary Tables S1 and S3**). Genes related to flavonoid/anthocyanin biosynthesis were also upregulated (**Supplementary Table S1**). The Gene Ontology (GO) enrichment analysis indicated that the upregulated genes in the shoots were related to glucosinolates and responses to jasmonate (JA) (**Supplementary Table S4**). The metabolic accumulation of several glucosinolates was greater in the ethanol-treated shoots than in the water-treated shoots (**Supplementary Table S5**).

To further elucidate the transcriptomic changes associated with the later stages of drought stress, RNA-sequencing (RNA-seq) analyses were performed twice. The first RNA-seq analysis was performed to analyze *A. thaliana* shoots at 0, 1, 3, 5 and 7 DAD. The second RNA-seq analysis was performed to analyze the effects of slight changes in growth conditions at 0, 10 and 13 DAD. 

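Shoots of the Col-0 ecotype were collected in 7 groups of 5 libraries each. Plants were supplied with water or 10 mM ethanol for 3 days and were sampled at 0, 10 and 13 DAD, and 1 more group was sampled before the pretreatment. The sample labels give 9 days on MS medium before the transfer to ceramic soil, where the plants grew for 5 days, and the paper gives 10 days on MS medium. The labels name a column-based plant RNA kit, and the paper names the mirVana kit. The authors prepared Lasy-Seq libraries, trimmed the R1 reads, mapped them to TAIR10 with HISAT2 and counted the reads on each gene with featureCounts. A read that overlapped several genes was counted for each of them, and only the primary alignment of a read was used. The deposited raw counts cover 27417 genes, and the deposited normalized counts equal the raw counts divided by 1 factor per library. Total counts per library ranged from 3589540 to 13440389. The median total was 6214764 in water-treated plants and 5538502 in ethanol-treated plants at 13 DAD (5 libraries each; exact permutation test, 2-sided, p = 0.825). Chloroplast genes took 0.794% ± 0.127 (SD, n = 5) of the counts in water-treated plants at 13 DAD and 1.21% ± 0.227 (SD, n = 5) in ethanol-treated plants (exact permutation test, p = 0.0159; adjusted over 4 comparisons, 0.0318). The 10 most abundant genes of a library took 13.8% ± 1.12 (SD, n = 5) and 7.94% ± 0.841 (SD, n = 5) of the counts in these groups (exact permutation test, p = 0.00794, the smallest that 5 libraries against 5 allow; adjusted over 4 comparisons, 0.0318). Differentially expressed genes were called from the raw counts with edgeR's quasi-likelihood test after TMM normalization, at an FDR under 0.1 and a log2 fold change of at least 1 in either direction, the thresholds in the paper's legends. Each comparison used its own 10 libraries.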

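At 13 DAD, 15394 genes had enough counts to be tested, and 2089 of them were differentially expressed between ethanol- and water-treated plants, 1353 at higher and 736 at lower levels in the ethanol-treated plants. In the deposited normalized counts, the groups did not overlap for 3496 of the tested genes (22.7%; 1464 higher and 2032 lower), and chance gives 0.794% for 5 libraries against 5. This balance is opposite to that of the called genes. Of the genes without overlap, 834 of the higher and 602 of the lower passed the thresholds, so the balance among them turned with the thresholds. Among the alternatives tried, the balance of the called genes depended most on the scaling between libraries. With library size only, and no further normalization, 2243 genes were higher and 457 lower, and the median log2 fold change of all tested genes was 0.30 instead of 0.04. Among the higher genes without overlap and with at least 20 counts on average, the largest rises were *LAC3*, AT4G14060, *NUDT24*, *CYP81D11* and *MLP34*. *CYP81D11* had a log2 fold change of 4.92, which ran from 2.39 to 5.24 with each library left out in turn. That of *NUDT24*, 5.17, ran from 3.74 to 5.42. At 10 DAD, 4 genes (*SCPL12*, *UMAMIT14*, AT3G25130 and *NIP5;1*) were higher and 7 lower among 16171 tested, and 1436 had an unadjusted p under 0.05. No single call at this time is secure, since leaving out ethanol replicate 4 left 0 genes in either direction, and leaving out water replicate 4 gave 14 higher and 30 lower. At 0 DAD, 12 genes were higher and 5 (*DEG14*, *NIA1*, AT4G39570, AT1G68238 and AT4G39780) lower among 17242 tested. Leaving out ethanol replicate 1 gave 27 higher and 11 lower, and leaving out ethanol replicate 4 gave 2 higher and 2 lower. A direct test of the difference between the ethanol effects at 13 and 0 DAD called 2382 of 17927 genes (edgeR interaction term, same thresholds), 1533 with a higher and 849 with a lower log2 effect at 13 DAD. The difference between 13 and 10 DAD was not tested. The shoots of the first RNA-seq analysis, sampled up to 7 DAD, were not analysed here.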

There was a considerable overlap in the transcriptomic changes at 7 and 13 DAD (**Supplementary Fig. S7A and B**, **Supplementary Table S6**). 

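In the second RNA-seq analysis, *LEA7* (AT1G52690; chromosome 1 of TAIR10.1, 19619724 to 19621534) had 78920 ± 11800 normalized counts (SD, n = 5) in water-treated plants at 13 DAD and 16040 ± 12800 (SD, n = 5) in ethanol-treated plants. The log2 fold change was -2.25 (standard error 0.605, adjusted p = 0.0197, edgeR's quasi-likelihood test) and stayed between -2.65 and -1.97 when each library was left out in turn. *DREB2A* (AT5G05410; chromosome 5, 1602205 to 1604112) had 995.4 ± 358 and 296.1 ± 132 normalized counts (SD, n = 5) in the same groups, a log2 fold change of -1.69 (standard error 0.362, adjusted p = 0.00579, edgeR). *RD29A* (AT5G52310; chromosome 5, 21240717 to 21243644) had 19800 ± 1710 and 9310 ± 3240 normalized counts (SD, n = 5), a log2 fold change of -1.04 (standard error 0.201, adjusted p = 0.00112, edgeR). For all 3 genes, every ethanol-treated library lay below every water-treated library at 13 DAD. The *RD29A* value is close to the threshold, and without ethanol replicate 1 or ethanol replicate 3, or with library size only, it no longer passed a log2 fold change of -1 (range over libraries left out, -1.17 to -0.90). From 0 to 13 DAD in water-treated plants, the log2 fold change was 7.08 for *LEA7*, 4.90 for *DREB2A* and 4.66 for *RD29A*.

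**Figure D1:**
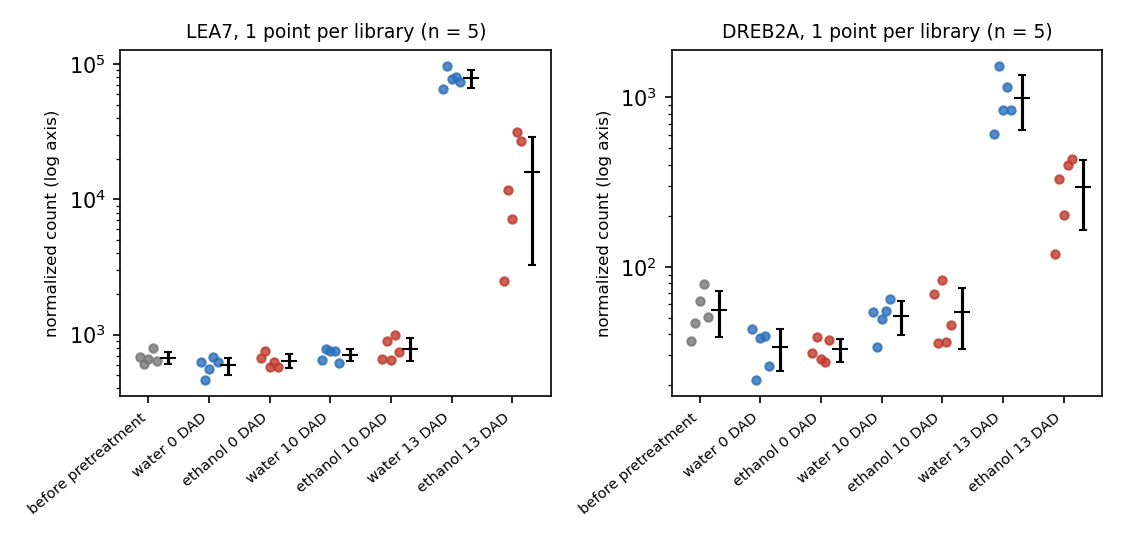
Normalized counts (log axis) of *LEA7* and *DREB2A* in each library of the 7 groups, with the mean and SD of the 5 libraries beside the points. The ethanol-treated libraries at 13 DAD all lie below the water-treated libraries at 13 DAD.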

RNA-seq data were validated through quantitative Reverse Transcription PCR (qRT-PCR) analysis (**Supplementary Fig. S8)**. The enriched GO terms among the upregulated genes in the shoots of the ethanol-treated and drought-stressed plants included glucosinolate biosynthesis, NAD(P)H dehydrogenase complex assembly and cellular oxidant detoxification (**Supplementary Table S7**). 

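The glucosinolate biosynthesis genes of Supplementary Table S3, which the paper cites for its microarray analysis, were examined as a list at each time. At 13 DAD, 18 of the 21 genes had enough counts, all 18 had a positive log2 fold change, and 12 were called higher (12 also when adjusted over the list alone). Their mean log2 fold change was 1.00 against 0.07 for all genes (limma's camera test, adjusted p = 1.97e-06 over 9 list tests). The fry rotation test (adjusted p = 0.00105) asks whether a list changes, not whether it changes more than other genes. It gave the same value for the ABA genes of Supplementary Table S2, whose camera adjusted p was 0.423. It therefore does not decide whether the glucosinolate list exceeds the other genes. The camera result did not hold with the inter-gene correlation estimated from the data (adjusted p = 0.275). Among the glucosinolate genes, *CYP83B1* (AT4G31500) had a log2 fold change of 1.79 (standard error 0.208, adjusted p = 1.67e-05, edgeR), and *CYP79B3* (AT2G22330) of 1.66 (standard error 0.281, adjusted p = 0.000381, edgeR). *MAM1* (AT5G23010) had a log2 fold change of 1.41 (adjusted p = 0.0962, edgeR), which ran from 0.60 to 1.63 with each library left out in turn. It was no longer called without ethanol replicate 1, 2 or 3 or without any 1 of the water-treated libraries. The other genes called were *CYP83A1*, *SUR1*, *SOT17*, *SOT18*, *MYB28*, *MYB29*, *MYB34*, *CYP79F1* and *AOP2*, with log2 fold changes between 1.03 (*AOP2*) and 1.91 (*MYB29*). Of these, *MYB28*, *MYB29*, *MYB34*, *CYP79F1* and *AOP2* each lost their call without at least 1 of the libraries, among them ethanol replicate 1 for *MYB28*, *MYB34* and *AOP2* and ethanol replicate 3 for *MYB29*, *CYP79F1* and *AOP2*. With each library left out in turn, *MYB29* ran from 1.08 to 2.17 and *CYP79F1* from 0.52 to 1.32. At 10 DAD, 0 of 21 genes passed the thresholds, 12 had an unadjusted p under 0.05, and the mean log2 fold change was 0.26 (camera, adjusted p = 6.11e-07; fry, 0.00128; estimated correlation, 0.0553). At 0 DAD the list leaned the other way, with 5 of 21 log2 fold changes positive and a mean of -0.11 (camera, adjusted p = 0.0608). The nuclear genes for subunits of the NAD(P)H dehydrogenase complex in Supplementary Table S9 were all higher at 13 DAD. The log2 fold change was 2.85 for *NdhM* (AT4G37925; standard error 0.552, adjusted p = 0.00343, edgeR), 2.48 for *NdhO* (AT1G74880), 1.90 for *NdhL* (AT1G70760) and 1.78 for *NdhN* (AT5G58260). The paper picked these 4 genes partly on these libraries, so their change is not independent evidence.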

About 600 genes had lower expression levels in the ethanol-treated plants than in the water-treated plants (**Supplementary Table S8**).

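Of the 736 genes called lower in ethanol-treated plants at 13 DAD, 602 had no overlap between the 5 ethanol- and the 5 water-treated libraries. They are a part of the calls from the second RNA-seq analysis alone. They were not compared with the genes of Supplementary Table S8, so their number is no check of the paper's. Among the 602, with at least 20 counts on average, the largest falls were *CYP71A15* (AT5G24950), *HSP21* (AT4G27670), *RAP2.9* (AT4G06746), *XTH25* (AT5G57550) and *GASA2* (AT4G09610). *HSP21* had 126.9 ± 50.1 normalized counts (SD, n = 5) in water-treated plants and 2.037 ± 3.29 (SD, n = 5) in ethanol-treated plants, a log2 fold change of -5.81 (standard error 0.589, adjusted p = 2e-05, edgeR). *XTH25* fell from 124.3 ± 27.9 to 3.975 ± 3.23 normalized counts (SD, n = 5), a log2 fold change of -4.93 (adjusted p = 7.13e-07, edgeR). No ethanol-treated library had more than 1 read on *CYP71A15*, so that its level was at least 8.46-fold lower.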

### Delay of drought-induced water loss by ethanol treatment

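Between 0 and 13 DAD, 3804 genes rose and 5048 fell in the water-treated plants of the second RNA-seq analysis. Of the genes that rose, 3791 were tested in the comparison of ethanol- and water-treated plants at 13 DAD, and 548 of them (14.5%) were lower in ethanol-treated plants, against 188 of 11603 other genes (1.62%). Another 99 (2.61%) were higher. Of the 736 genes lower in ethanol-treated plants at 13 DAD, the same 548 (74.5%) had risen between 0 and 13 DAD in water-treated plants. Another 27 (3.67%) had fallen. The log2 fold change was below 0 for 74.4% of the drought-inducible genes and for 38.3% of the other genes. Both comparisons use the water-treated libraries at 13 DAD, which alone pulls these values in one direction. In 20 simulations of an unchanged ethanol group, at most 0.0266% of the drought-inducible genes were called lower, and on average 54.1% had a log2 fold change below 0. The simulations drew each gene independently, so they lack variation that the genes of a plant share. Among 100 splits of the 10 real libraries, the largest share called in 1 direction, apart from the real split, was 1.9%. The share depended on how drought-inducible genes were defined. Of the 1045 genes that rose between 0 and 10 DAD, a comparison that shares no library with the ethanol comparison, 963 were tested at 13 DAD, and 34 of them (3.53%) were lower and 244 (25.3%) higher in ethanol-treated plants, against 4.86% lower among the other genes. Of the 244, 193 were not called higher at 13 than at 0 DAD in water-treated plants. Several drought markers had hardly risen by 10 DAD in water-treated plants. *LEA7* had 616.7 to 777.7 normalized counts at 10 DAD and 462.1 to 686.9 at 0 DAD, and *RD29B* 171.8 to 226.6 and 154.3 to 192.3. The ranges of *DREB2A* overlapped as well, while *RD29A* had risen (1801 to 3155 against 578.4 to 1150). The set from 10 DAD therefore leaves out much of the later response. *RD29B* (AT5G52300; chromosome 5 of TAIR10.1, 21237021 to 21239531) had 11760 ± 1090 normalized counts (SD, n = 5) in water-treated plants at 13 DAD and 5075 ± 3000 (SD, n = 5) in ethanol-treated plants, a log2 fold change of -1.16 (standard error 0.399, adjusted p = 0.0486, edgeR). Without ethanol replicate 1 or ethanol replicate 3, or with library size only, *RD29B* no longer passed the thresholds (range over libraries left out, -1.46 to -0.92).
Each library was also placed on an axis from 0, the mean of water-treated plants at 0 DAD, to 1, their mean at 13 DAD, from the 2174 genes that changed at both 10 and 13 DAD. Ethanol-treated plants at 13 DAD lay at 0.927 ± 0.04 (SD, n = 5). With the 8852 genes that changed by 13 DAD, whether or not at 10 DAD, they lay at 0.809 ± 0.088 (SD, n = 5). The water-treated libraries at 13 DAD define the axis, so its genes and direction were refitted for each of the 252 relabellings, a test chosen after the data were seen, and only the real groups differed as much (exact permutation test, 2-sided, p = 0.00397; adjusted over 4 comparisons, 0.0159). The real difference was -0.073, and the lowest of the other relabellings was -0.062. In 20 simulations of an unchanged ethanol group the difference was at most -0.00763, but each gene was drawn independently, which leaves out variation shared within a plant. On an axis built without it, the lowest water-treated library lay at 0.954, level with the highest ethanol-treated library. At 10 DAD, the positions of ethanol- and water-treated plants, 0.512 ± 0.063 and 0.451 ± 0.102 (SD, n = 5), differed by less than the replicates allow to tell (exact permutation test with the axis refitted, p = 0.302).

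**Figure D2:**
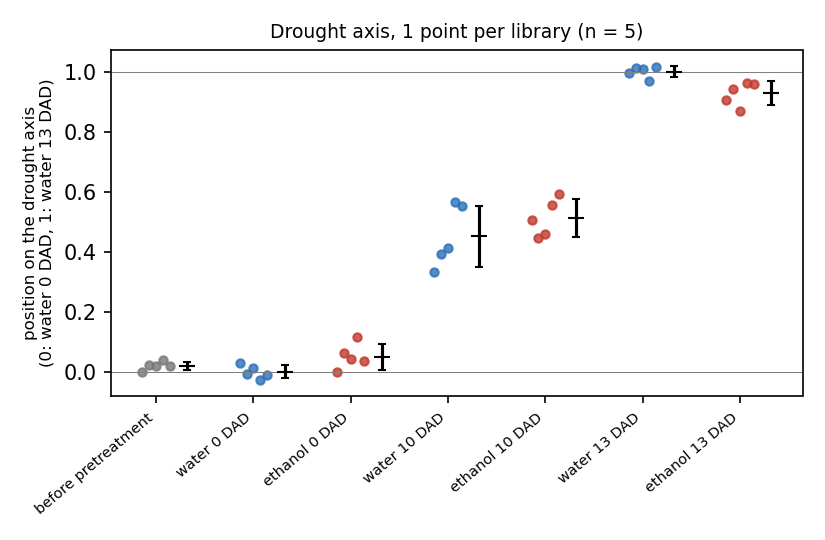
Position of each library on the drought axis (0 is the mean of water-treated plants at 0 DAD and 1 their mean at 13 DAD), with the mean and SD of the 5 libraries beside the points. The ethanol-treated libraries at 13 DAD lie between 0.867 and 0.961, and the water-treated libraries between 0.968 and 1.01.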

RNA-seq analysis revealed that the drought-inducible genes were expressed at lower levels in the plants pretreated with ethanol than in the water-treated control plants at later stages (7 and 13 DAD) of drought treatment (**Fig. 3A**, **Supplementary Fig. S7C, D**). Ethanol-mediated drought tolerance was further monitored by conducting a RIKEN Integrated Plant Phenotyping System (RIPPS) analysis (Fujita et al. 2018). The ethanol treatment enhanced the drought tolerance of *A. thaliana* plants grown in the RIPPS facility (**Fig. 3B**, Bashir et al. **Supplementary Video 1**). Under well-watered conditions, compared with the water-treated plants, the growth of the ethanol-treated plants was slightly inhibited, as indicated by the leaf area measurements (**Fig. 3B**, **C**). Under drought conditions, plant growth was similar until 5 DAD, after which the ethanol-treated plants were slightly smaller than the water-treated plants from 6 to 10 DAD. From 11 DAD onward, the ethanol-treated plants grew better than the water-treated plants (**Fig. 3D**). At 11 and 12 DAD, the shoot water contents were significantly higher for the ethanol-treated plants than for the water-treated plants (**Fig. 3E**). 

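Supplementary Table S9 lists 161 genes in the categories of the MapMan analysis. In the second RNA-seq analysis, 127 of them had enough counts at 13 DAD, all 127 had a positive log2 fold change, and 126 were called higher (127 when adjusted over the list alone). The study chose these genes on the same libraries, so the count is not independent evidence. The median log2 fold change was 1.43. In the light-reaction category 28 of 28 genes were called higher, in photorespiration 7 of 7, in glucosinolates 17 of 17, in flavonoids 9 of 10, in phenolics and phenylpropanoids 8 of 8 and in redox-related genes 10 of 10. Higher here means above water-treated plants at 13 DAD, not a rise over time. Of all 1353 genes called higher, 905 (66.9%) fell between 0 and 13 DAD in water-treated plants, and 99 (7.32%) rose. The shared water-treated libraries at 13 DAD alone pull these values in this direction. *FBA2* (AT4G38970), the leading gene of the sucrose category, had 1114 ± 94.8 normalized counts in water-treated plants and 4099 ± 1990 in ethanol-treated plants (SD, n = 5). Its log2 fold change was 1.93 (standard error 0.302, adjusted p = 0.000753, edgeR). *BAM6* (AT2G32290) had a log2 fold change of 3.59 (standard error 0.295, adjusted p = 8.89e-07, edgeR), the thioredoxin family gene AT3G62960 of 3.47 (adjusted p = 0.000705, edgeR) and *LAC3* (AT2G30210) of 5.43 (adjusted p = 4.79e-07, edgeR). *PGLP1* (AT5G36700), the leading photorespiration gene, had 5.11 ± 3.7 normalized counts (SD, n = 5) in ethanol-treated plants and 0 in water-treated plants, too few to be tested and at least 1.21-fold higher, and its value is uncertain because AT5G36790 holds an identical copy of 1164 bp. A list of 41 nuclear light-reaction genes, taken by symbol from the reference annotation and independent of these libraries, had 23 genes called higher at 13 DAD (23 also when adjusted over the list alone) and 40 with a positive log2 fold change. Its mean log2 fold change was 0.86 (camera, adjusted p = 2.87e-08). The list also rose by fry (adjusted p = 0.0334), which does not compare it with other genes. The camera result did not hold with an estimated inter-gene correlation (adjusted p = 0.516), and 27 of 100 splits of the 10 libraries gave a camera p as small. At 10 DAD the same list was lower in ethanol-treated plants (mean log2 fold change -0.23, camera, adjusted p = 1.35e-06), with 0 genes called, but this did not hold with fry (adjusted p = 0.437), and 34 of 100 splits gave a camera p as small.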

At this stage, the RNA-seq analysis revealed the upregulated expression of several genes related to photosynthesis (light reactions), photorespiration, sucrose and starch metabolism and the biosynthesis of glucosinolates, flavonoids, phenylpropanoids and phenolics and redox-related genes, as classified by the MapMan analysis (**Fig. 4**, **Supplementary Table S9**). MapMan is a data visualization tool that presents large datasets such as microarray or RNA-seq data as diagrams showing metabolic pathways or other processes based on their expression patterns (Schwacke et al. 2019).

**Fig. 3:**
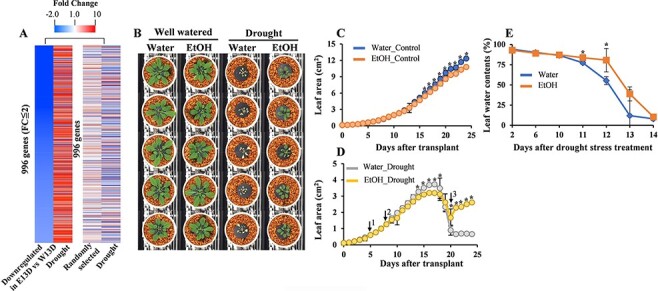
Effect of the ethanol treatment on plant growth and survival potential under drought conditions. (A) Heatmap analysis of downregulated genes at 13 DAD from RNA-seq data. *A. thaliana* genes were randomly selected; Log_2_ (fold change) ≤ −1 and FDR < 0.1. (B–E) 2-week-old *A. thaliana* plants were treated with 10 mM ethanol or water for 3 d and then subjected to drought stress. (B) Plants grown under well-watered and drought conditions. (C–E) Leaf area (C, D) and leaf water content (E) of the plants grown under water-limited conditions were recorded using the RIPPS (Fujita et al. 2018). Asterisks indicate significant differences among the water- and ethanol-treated plants according to the SNK test (*P* < 0.05); *n* = 5. (D) Arrows indicate the initiation of the ethanol treatment^1^, drought treatment^2^ and rewatering^3^.

**Fig. 4:**
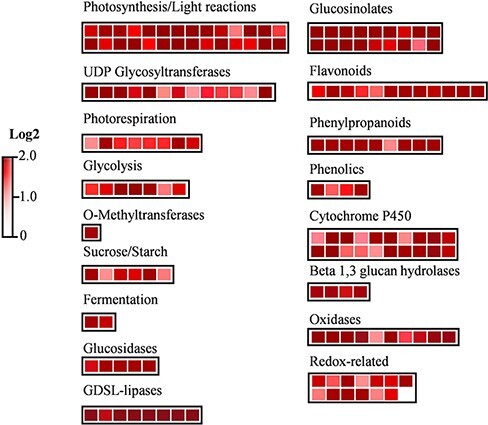
Summary of the MapMan analysis. Genes upregulated in the first (7 DAD) and second (13 DAD) RNA-seq analyses were plotted using MapMan 3.6.0RC1. Redox-related genes include those associated with thioredoxin, ascorbate/glutathione and dismutase/catalase. Oxidase-related genes include those encoding oxidoreductase, dioxygenase, flavin-monooxygenase and glucosinolate S-oxygenase. *n* = 3, fold change ≥ 2 and FDR < 0.1.

### Involvement of gluconeogenesis and acetic acid biosynthesis in ethanol-mediated drought tolerance

For the nuclear magnetic resonance (NMR) analysis, 10 mM ^13^C-labeled ethanol was fed to the plants through the roots. The roots and shoots were collected separately at 24 and 72 h after the ethanol treatment. Plants were then subjected to drought conditions, with samples collected at 1, 3 and 5 DAD. At 24 h after the ethanol treatment, the accumulation of several ^13^C-labeled metabolites indicated that ethanol had been taken up by the plants and incorporated into the metabolites in the root and shoot tissues (**Fig. 5**, **Supplementary Figs. S9, S10**). Labeled glucose, fructose, sucrose and several other metabolites synthesized from these sugars, such as glycerate, glycerol and myoinositol, were also detected (**Supplementary Figs. S9, S10**). These results reflect an immediate conversion of ethanol into sugars through gluconeogenesis (**Fig. 5**). A 2D *J-*resolved NMR analysis of the roots and shoots confirmed the accumulation of several metabolites in response to the drought treatment (**Supplementary Figs. S11, S12**). The upregulated expression of the peroxisomal malate dehydrogenase gene (At5g09660) (Cousins et al. 2008) (**Supplementary Table S6**) provided further evidence of the involvement of gluconeogenesis.

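In the second RNA-seq analysis, *PMDH2* (At5g09660; chromosome 5 of TAIR10.1, 2993411 to 2995784) had 5540 ± 501 normalized counts (SD, n = 5) in water-treated plants at 0 DAD, 816 ± 155 (SD, n = 5) at 13 DAD and 2852 ± 1140 (SD, n = 5) in ethanol-treated plants at 13 DAD. The log2 fold change between ethanol- and water-treated plants at 13 DAD was 1.86 (standard error 0.264, adjusted p = 0.000327, edgeR's quasi-likelihood test), with every ethanol-treated library above every water-treated library, and it stayed between 1.67 and 2.01 when each library was left out in turn. In water-treated plants, the level fell between 0 and 13 DAD by 2.75 on the log2 scale (adjusted p = 4.67e-14, edgeR). It had not fallen by 10 DAD, with 7713 ± 1220 normalized counts (SD, n = 5). Ethanol-treated plants had 7957 ± 476 (SD, n = 5) at 10 DAD. The ethanol effect differed between 13 and 0 DAD by 1.85 on the log2 scale (edgeR interaction term, adjusted p = 5.22e-05), and at 0 DAD the groups had 5456 ± 374 and 5540 ± 501 normalized counts. From the higher expression of this gene, together with the labelled sugars, the paper reasons that gluconeogenesis is involved.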

**Fig. 5:**
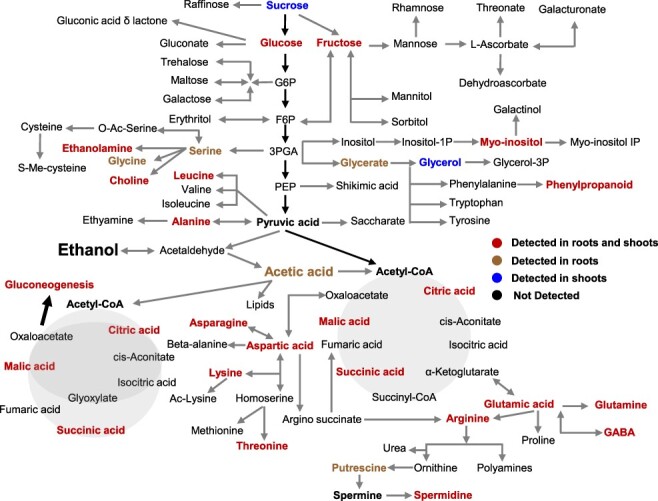
Summary of the NMR analysis of ^13^C-labeled ethanol-treated Arabidopsis roots and shoots. Two-week-old *A. thaliana* plants were treated with 10 mM ^13^C-labeled ethanol. Root and shoot tissue samples were collected at 24- and 72-h post-ethanol treatment and at 1, 3 and 5 DAD. ^13^C-labeled metabolites detected through HSQC-NMR analysis at all time points are shown in a tissue-specific manner. Metabolites shown in red were detected in both roots and shoots and those shown in brown were detected only in roots, while those in blue were detected in shoots only. Other metabolites shown in black were not detected in this analysis.

We then tested whether the ethanol treatment enhanced the drought tolerance of the *adh1* mutants. Following the ethanol treatment, the survival rate was higher for the T-DNA insertional mutants *adh1-1* and *adh1-2* than for the water-treated mutant plants (**Fig. 6A**, **B**). We further tested if the conversion of ethanol into acetic acid contributes to drought stress tolerance in ethanol-treated plants. In *A. thaliana*, three functional homologs *ALDH2B4, ALDH2B7* and *ALDH2C4* are likely involved in the conversion of acetaldehyde into acetic acid (Wei et al. 2009). The ethanol treatment did not enhance the drought tolerance in the *ALDH* triple mutant (*aldh2b4/aldh2b7/aldh2c4*), suggesting that the conversion of ethanol into acetic acid might be critical for the ethanol-mediated drought tolerance in *A. thaliana* (**Fig. 6C**, **D**). On the other hand, enhanced drought tolerance was observed in the *aldh* triple mutant plants treated with acetic acid (**Fig. 6E**, **F**).

**Fig. 6:**
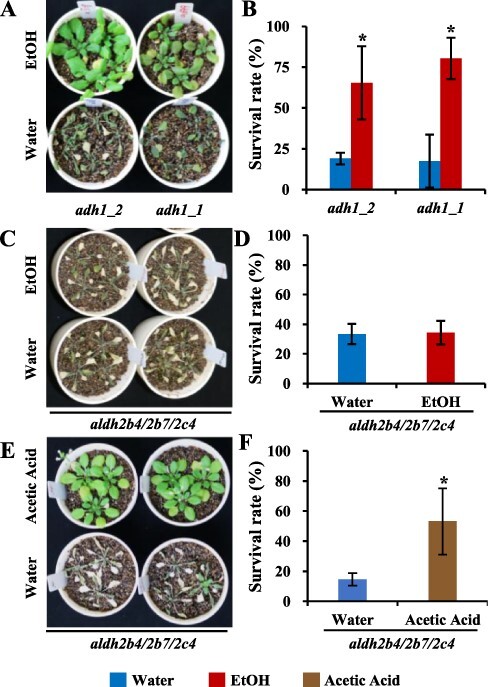
Ethanol enhances the drought tolerance of the *adh1* mutants, but not the *aldh* triple mutant. Two-week-old *A. thaliana adh1* and *aldh* triple mutant (*aldh2b4/aldh2b7/aldh2c4*) plants were treated with 10 mM ethanol for 3 d and then subjected to drought stress. (A, C) The *adh1* (A) and *aldh* triple mutant (C) plants were photographed at 4 d after rewatering. (B, D) Survival rate (%) of the *adh1* (B) and *aldh* triple mutant (D) plants. (E, F). Two-week-old *aldh* triple mutant plants were treated with 10 mM acetic acid for 3 d and then subjected to drought stress treatment. (E) Plants were photographed at 4 d after rewatering. (F) Survival rate (%) of the *aldh* triple mutant plants. Asterisks indicate significant differences (compared with the control) according to the SNK test (*P* < 0.05; *n* = 3).

Acetic acid considerably hinders seed germination and plant growth in *A. thaliana* at concentrations as low as 1 mM (**Supplementary Fig. S13**), whereas ethanol does not affect seed germination and plant growth in *A. thaliana* up to the concentrations of 15 mM (Matsui et al. 2022). We also tested if the prolonged application of ethanol and acetic acid affects plant growth. For this purpose, 15-day-old *A. thaliana* plants were treated with 10 mM ethanol or acetic acid for five continuous weeks by renewing the ethanol and acetic acid solutions on a weekly basis. The prolonged application of both ethanol and acetic acid affected plant growth; however, the growth retardation by the acetic acid application was more severe than the ethanol application (**Supplementary Fig. S14**). We further analyzed the leaf temperatures of ethanol- and acetic-acid-treated plants to test if the acetic acid treatment induces stomatal closure. Ethanol treatment increased the leaf temperature, while acetic acid treatment did not (**Supplementary Fig. S15**), highlighting the difference between ethanol- and acetic-acid-treatment-mediated drought tolerance mechanisms. Furthermore, we tested if the JA signaling is involved in the ethanol-mediated drought tolerance in Arabidopsis. Coronatine-insensitive 1 (COI1) is a JA receptor regulating JA response in Arabidopsis, and plants lacking functional COI1 protein (*coi1*-16B) are sensitive to drought stress (Thines et al. 2007, Noir et al. 2013, Kim et al. 2017). We tested the effect of ethanol treatment on the growth and drought tolerance of the *coi1*-16B mutant plants. Ethanol-mediated response was similar between Wild type (WT) and *coi1*-16B plants in terms of plant growth under drought stress (**Supplementary Fig. S16**). The *coi1*-16B plants were more sensitive to drought as compared to the WT plants, and ethanol treatment enhanced drought tolerance in both WT and *coi1*-16B plants (**Supplementary Fig. S17**).

The reprogramming of the plant metabolome in the ethanol-treated roots and shoots has been indicated by gas chromatography–mass spectrometry (GC–MS) analysis (**Supplementary Tables S10 and S11**). The root metabolome of the ethanol-treated and water-treated plants was similar before the initiation of the drought treatment, but differences were detected under drought conditions. A substantial increase in the accumulation of several drought-tolerance-related amino acids, including proline, leucine, valine and glutamine, as well as sugars, such as fructose, glucose 6-phosphate, sucrose and maltose, was observed in the ethanol-treated roots (**Supplementary Table S10**), and shoots (**Supplementary Table S11**).

## Discussion

Chemical priming via the exogenous application of cost-effective and environmentally friendly metabolites may offer several advantages over classical breeding and transgenic technology in plants (Sako et al. 2021). In the current study, we demonstrate that ethanol treatment enhances drought tolerance in plants, such as Arabidopsis, rice and wheat. ABA signaling and acetic acid biosynthesis are involved in ethanol-mediated drought tolerance. Chemical priming through ethanol application induces the accumulation of sugars through gluconeogenesis, glucosinolates, and drought tolerance-related amino acids, leading to enhanced drought tolerance in plants. The ethanol-treated plants conserve water by closing their stomata, as indicated by their increased leaf temperature, decreased stomatal aperture and increased water contents (**Figs. 2A**–**D**, **3E**). Accordingly, the ethanol-treated plants are better prepared to withstand drought stress as compared to the control plants.

Under drought conditions, ABA induces stomatal closure and regulates the expression of several stress-responsive genes. The ABA signaling pathway is essential for the regulation of plant drought stress responses (Kuromori et al. 2022). A previous study revealed that ABI1 negatively regulates ABA signaling in plants (Gosti et al. 1999). Ethanol-mediated drought tolerance was not observed in the *abi1-1* mutant (**Fig. 2E**, **F**), implying that ABA signaling contributes to ethanol-mediated drought tolerance. There were no significant differences in the accumulation of ABA in the roots and shoots between the ethanol-treated and water-treated WT plants at any stage before or after the initiation of the drought treatment (**Supplementary Fig. S2**). This observation may be explained by the following: (i) the expression of a few genes related to ABA biosynthesis and catabolism was upregulated in the ethanol-treated plants (**Supplementary Tables S1 and S2**), resulting in rapid ABA metabolic changes; (ii) the whole shoots and roots were used for ABA measurements, and the increased ABA accumulation might occur in specific cells (Kuromori et al. 2022) and (iii) unknown mechanisms might be involved in the ethanol-mediated drought tolerance in plants. A group of ethylene-receptor-related sensor histidine kinases is essential for ABA and osmostress responses in the moss *Physcomitrium patens* (Toriyama et al. 2022), and a similar mechanism might contribute to the ethanol-mediated drought tolerance in plants. In addition to ABA signaling, the exogenous ethanol treatment could enhance drought tolerance via drought acclimation by reprograming the metabolomic and transcriptomic profiles that regulate the water conservation within the plants, leading to sustained photosynthetic activity, accumulation of glucosinolates/flavonoids/anthocyanins and gluconeogenesis (**Fig. 7**).

**Fig. 7:**
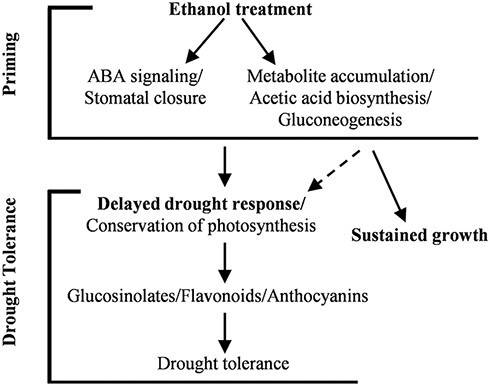
The proposed mechanism underlying ethanol-mediated plant drought tolerance. The ethanol treatment primes the cellular and metabolic environment to enhance drought tolerance in plants.

The upregulated expression of drought-tolerance-related genes in the ethanol-treated plants indicates that these plants might be better prepared for the perception of drought stress than the control plants (**Supplementary Table S1**). Additionally, an increased expression of genes related to glucosinolate biosynthesis, sucrose and starch metabolism, phenolics and the cytochrome P450 family may also be associated with plant drought tolerance. Glucosinolates play an important role in drought stress tolerance, and their nutritional effects in humans as well as their metabolic pathways in plants have been well characterized (Sønderby et al. 2010, Salehin et al. 2019, Sugiyama et al. 2021). Ethanol-mediated drought tolerance might be related to the increased accumulation of glucosinolates in ethanol-treated shoots at 7 DAD (**Supplementary Table S5**). The upregulated expression of genes participating in the detoxification of reactive oxygen species (ROS) was also observed (**Fig. 4**, **Supplementary Table S1**). The ethanol-treatment-mediated ROS detoxification enhances salt stress tolerance in Arabidopsis (Nguyen et al. 2017).

In ethanol-treated plants, there seem to be two phases of the drought stress response. During the early phase of the drought stress response, the ethanol-treated plants conserved water by closing their stomata coupled with the upregulation of drought-inducible genes (**Fig. 2B**-**D**, **Supplementary Table S1**). As discussed earlier, ABA signaling might be involved in stomatal closure and ethanol-mediated drought tolerance. Hence, in ethanol-treated plants, ABA signaling and the regulation of drought-responsive genes might govern the ethanol-mediated drought stress response in the early phases of drought stress (**Fig. 7**). In the later stages of drought stress, no differences were observed in the stomatal aperture of ethanol- and water-treated plants (**Fig. 2D**), and the ethanol-treated plants showed higher leaf water contents and downregulation of drought-inducible genes as compared to the water-treated drought-stressed plants (**Fig. 3A**, **E**, **Supplementary Figs. S7, S8**). The upregulation of genes related to photosynthesis/light reactions and glycolysis (**Fig. 4**) in the ethanol-treated plants as compared to the water-treated plants during the later stages of drought stress indicates that photosynthetic activity and plant growth might be retained in the ethanol-treated drought-stressed plants (**Figs. 4**, **7**).

Ethanol can easily be converted into acetic acid, which is then incorporated into the TCA cycle, as indicated by the detection of ^13^C-labeled citrate, succinate and malate during the NMR analysis of the root and shoot tissues (**Fig. 5**, **Supplementary Figs. S9, S10**). Ethanol-mediated drought tolerance was observed in the *adh1* mutants (**Fig. 6A**, **B**). Only one functional copy of the *ADH* gene (*ADH1*) has been identified in *A. thaliana* (Bui et al. 2019). In other organisms, catalases and cytochrome P450 family members convert alcohol to acetaldehyde (Wilson and Matschinsky 2020). A similar mechanism might exist in Arabidopsis. Furthermore, in *A. thaliana*, ALDH2B4, ALDH2B7 and ALDH2C4 are likely involved in the conversion of acetaldehyde into acetic acid (Wei et al. 2009). Ethanol-mediated drought tolerance was not observed in the *aldh* triple mutant (*aldh2b4/aldh2b7/aldh2c4*; **Fig. 6C**, **D**). These results show that the conversion of ethanol into acetic acid is critical for ethanol-mediated drought tolerance. Acetic-acid-mediated drought tolerance has been previously reported in Arabidopsis and other plant species (Kim et al. 2017, Rasheed et al. 2018, Utsumi et al. 2019, Ogawa et al. 2021). Acetic acid triggers the JA signaling pathway to confer drought tolerance in Arabidopsis (Kim et al. 2017). The GO enrichment analysis revealed that the enrichment of genes related to JA responses in the ethanol-treated drought-stressed plants at 3 DAD (**Supplementary Table S4**), while such enrichment was not observed at later time points of drought-stressed plants. These results indicate that JA signaling pathway might be differently regulated in ethanol and acetic acid treatments. The acetic acid treatment hinders seed germination and plant growth on Murashige and Skoog (MS) medium as compared to the ethanol treatment (**Supplementary Fig. S13**; Matsui et al. 2022). Moreover, in soil a prolonged application of acetic acid considerably decreased the plant growth as compared to the ethanol-treated plants (**Supplementary Fig. S14**). Acetic acid treatment does not increase the leaf temperature, indicating that the stomatal closure might not be a major contributing factor to acetic-acid-mediated drought tolerance in Arabidopsis (**Supplementary Fig. S15**). COI regulates JA signaling in Arabidopsis (Thines et al. 2007), and the ethanol-treated *coi1*-16B mutant plants showed an increased survival rate as compared to the water-treated plants (**Supplementary Fig. S17**). This suggests that unlike acetic acid, the contribution of JA signaling is low for ethanol-mediated drought tolerance. These results indicate that despite the metabolic conversion of ethanol into acetic acid, ethanol-mediated drought tolerance exhibits several differences as compared to the acetic-acid-mediated drought tolerance.

The biosynthesis of several amino acids and metabolites is regulated by the TCA cycle (Michaeli et al. 2011). Hence, the metabolic conversion of ethanol to asparagine, aspartate, γ-aminobutyrate, glutamate, glutamine and lysine may be explained in this context (**Fig. 5**). In this study, ^13^C-labeled glucose, fructose, sucrose and several key metabolites synthesized from these sugars, such as glycerate, glycerol and myoinositol, were detected in the roots and shoots (**Fig. 5**, **Supplementary Figs. S9–S12**). These results indicate that labeled ethanol was readily converted into sugars through gluconeogenesis. The upregulated expression of glucose and starch metabolism-related genes and the accumulation of proline, leucine, valine and glutamine reflect the importance of sugar accumulation and/or gluconeogenesis for plant drought tolerance or sustained plant growth despite stomatal closure. The accumulation of metabolites and osmolytes during the early drought stress stage might have enabled the ethanol-treated plants to better withstand the harmful effects of drought stress than the control plants.

Gluconeogenesis is a fundamental metabolic process that allows organisms to make sugars from non-carbohydrate sources, including lipids and proteins (Graham 2008). The expression of genes encoding enzymes related to the glyoxylate cycle, such as isocitrate lyase and malate synthase, increases in response to drought stress in rice, but not in Arabidopsis (Maruyama et al. 2014). This indicates that the regulation of the glyoxylate cycle may be involved in the glucose accumulation induced by dehydration in rice, but not in Arabidopsis (Maruyama et al. 2014). The incorporation of ^13^C-labeled ethanol into sugars provides direct evidence that gluconeogenesis might be occurring in Arabidopsis under drought conditions. This may contribute to the accumulation of sugars and osmolytes, which ultimately leads to greater protection from drought stress. The incorporation of ^13^C-labeled ethanol into sugars was observed before the onset of drought stress, and it continued as the drought stress progressed (**Fig. 5**, **Supplementary Figs. S9, S10**). In the ethanol-treated plants, the upregulated expression of the peroxisomal malate dehydrogenase gene (Cousins et al. 2008) also indicates that gluconeogenesis may help mediate drought tolerance. Notably, gluconeogenesis is initiated by the degradation of lipids, such as triacylglycerols, to acetate, which is converted to acetyl-coenzyme A and then recycled back into sugars. Plant vegetative tissues do not accumulate a significant amount of triacylglycerols (Xu and Shanklin 2016). Because vegetative tissues do not have lipid stores, the external application of ethanol may be an efficient way to conserve energy in plants. Gluconeogenesis produces energy by converting ethanol to sugars and may compensate for the decreased growth potential caused by stomatal closure. Growth retardation has been observed in mutants and transgenic plants exhibiting drought tolerance (Claeys and Inzé 2013). The conversion of ethanol to sugars through gluconeogenesis might be a factor for maintaining plant growth, despite clear evidence that stomata were closed in the ethanol-treated plants (**Figs. 2**, **3**).

The development of new technologies to increase crop production under water-limited conditions will likely increase sustainable crop production under rapidly changing environmental conditions. Our results indicate that an exogenous ethanol treatment can increase drought tolerance via drought acclimation by reprograming the metabolomic and transcriptomic profiles that regulate the drought stress response (**Fig. 7**). Ethanol treatment can also enhance the drought tolerance in commercially important crops (rice and wheat), offering a unique opportunity for drought stress mitigation without the need for genetically modifying crop plants.

## Materials and Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* (Col-0 ecotype) seeds were sown in Dio propagation mix no. 2 soil (DIO Chemicals, Tokyo, Japan). After a 3-day vernalization at 4°C in darkness, the seedlings were transferred to a greenhouse and grown at 22°C with a 16-h light (∼100 µmol m^−2^ s^−1^ photon flux density)/8-h dark cycle. The 17-day-old plants were treated with different ethanol concentrations (5, 10 and 20 mM) for 3 d. Ethanol treatment was initiated by replacing the water supply with ethanol solutions from the downside of the pots containing the plantlets. Plants were then subjected to drought stress by ceasing the water supply and removing excess water. For each treatment, six pots containing four plants each, harboring 24 plants in total, were used with three experimental replications (a total set of 72 plants per treatment). The *abscisic acid insensitive 1-1* (*abi1-1*), *coi1*-16B, *adh1-1* (SALK_052699; T-DNA insertional mutant) and *adh1-2* (SAIL_603_A05; T-DNA insertional mutant) single mutants, as well as the *ALDH* triple mutant (*aldh2b4/aldh2b7/aldh2c4*; CS69951), were grown in Dio propagation mix no. 2 soil and treated with ethanol as described earlier. The *aldh* triple mutant plants were treated with acetic acid and then subjected to drought stress as described previously (Kim et al. 2017).

For the transcriptome analyses involving microarray and RNA-seq methods (**Supplementary Fig. S18**) and the metabolome analysis using GC–MS, Liquid chromatography-tandem mass spectrometry (LC MS/MS) and NMR systems, *A. thaliana* seeds were sown, and the resulting seedlings were grown as previously described (Rasheed et al. 2016). Briefly, sterilized seeds were sown on MS medium at 22°C with a 16-h light/8-h dark cycle (60–80 μmol photons m^−2^ s^−1^) for 10 d. The seedlings were transferred to ceramic-based granular soil in pots (Sakatanotane, Yokohama, Japan) and grown for 5 d at 22°C (16-h light/8-h dark cycle, ∼100 μmol m^−2^ s^−1^ photon flux density). The 17-day-old plants were treated with 10 mM ethanol as described earlier. The plants were then subjected to drought stress by removing excess water. For the microarray analysis, the roots and shoots were harvested separately at 0, 3, 24 and 72 h after the ethanol treatment and at 1, 3 and 5 DAD. For the first RNA-seq analysis, shoot samples were collected at 0, 1, 3, 5 and 7 DAD. For the second RNA-seq analysis, the weight of each pot was adjusted by adding water before the onset of drought stress, and then shoot samples were collected at 0, 10 and 13 DAD (**Supplementary Fig. S18**). For the GC–MS and NMR analyses, samples were collected at 24 and 72 h after the ethanol treatment and at 1, 3 and 5 DAD. The harvested samples were immediately placed in liquid nitrogen and stored at −80°C. For the NMR analysis, plants were grown as described earlier, but they were treated with 10 mM ^13^C ethanol. To record the leaf temperature, 19-day-old plants were treated with 10 mM ethanol and then analyzed using the InfReC infrared camera (Nippon Avionics, Yokohama, Japan). Data were analyzed using the InfReC Analyzer NS9500 Lite program. Four leaves per plant were examined to calculate the average temperature of each plant. The stomatal aperture was measured as previously described (Aoki et al. 2019).

Plants were also grown in RIPPS to monitor growth and assess the effect of the ethanol treatment on drought tolerance. Seeds were germinated, and then the seedlings were grown for 9 d in soil-filled 96-well plates after an 8-d stratification process at 4°C in darkness as previously described (Fujita et al. 2018). Plants were then transferred to pots filled with ceramics-based soil and then acclimatized for 5 d. Plants were then treated with ethanol for 3 d by adding 28 ml of 10 mM ethanol solution to the trays containing the pots in two batches. Plants were then subjected to drought stress for 12 d and then rewatered. The soil water content of each pot was adjusted to 1.25 g water/g dry soil just before the initiation of drought treatment. Data were recorded as previously described (Fujita et al. 2018). For the *coi1*-16B experiments, leaf areas were estimated by OpenCV (version 4.0.1) on Python 3.8.5. For prolonged ethanol and acetic acid treatments, 15-day-old *A. thaliana* (Col-0) plants were treated with 10 mM ethanol or acetic acid solutions for 5 weeks. The ethanol and acetic acid solutions were renewed weekly, and data were recorded after the cessation of watering. For examining the effect of acetic acid on seed germination and plant growth, *A. thaliana* (Col-0) seeds were grown on Petri plates containing 1 × MS, 1% sucrose and 0.8% agar medium along with 0, 1, 5 and 10 mM acetic acid. Petri plates containing 30 *A. thaliana* seeds per plate were placed in a growth incubator for 14 d at 22℃ under a 18-h light/6-h dark condition.

Rice (*Oryza sativa* L.; cultivar Nipponbare) seeds were imbibed for 2 d at 30°C and then sown on soil for 19 d (14-h light/10-h dark). The seedlings were subsequently treated with 100 mM ethanol by replacing the water with ethanol solution and then kept for 5 d. Water was then removed, and the plants were rewatered after 4 d. Data were recorded at 21 d after rewatering. Wheat (*Triticum aestivum* L.; cultivar Chinese Spring) seedlings were grown at 22°C (16-h light/8-h dark) for 20 d. The plants were then treated with 50 mM ethanol or water for 3 d as described earlier and subsequently subjected to drought stress. Data were collected at 1 month after rewatering.

### RNA extraction and transcriptome analysis

We performed microarray and RNA-seq analysis to identify the differentially regulated genes in response to the ethanol treatment. We first performed a microarray analysis to monitor the transcriptomic changes at 3, 24 and 72 h after the ethanol treatment and at 1, 3 and 5 DAD in the root and shoot tissues in Arabidopsis (**Supplementary Fig. S18A**). We then performed the RNA-seq analysis to monitor the transcriptomic changes specifically during the later stages of drought stress, i.e. after 7 DAD in the shoot tissues (**Supplementary Fig. S18B**). Third transcriptomic analysis (second RNA-seq analysis) was performed to monitor the transcriptomic changes in the shoot tissues (**Supplementary Fig. S18B**) with modified growth conditions to correlate our data with phenotyping analyses (RIPPS). Total RNA was extracted from all biological replicates using the *mir*Vana™ miRNA Isolation Kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions.

Microarray analyses were performed as previously described (Rasheed et al. 2016). Briefly, fluorescent-labeled (Cy3) complementary DNA was prepared from 400 ng of total RNA for each sample using the Quick Amp Labeling kit (Agilent Technologies, Santa Clara, CA, USA) and then hybridized to an Agilent Arabidopsis custom microarray (GPL19830). Three biological replicates were processed per treatment. Arrays were scanned using the G2505B microarray scanner (Agilent Technologies), and the data were processed and analyzed using Greenspring GX (v.14.9; Agilent Technologies) with quantile normalization as previously described (Takaoka et al. 2018). Statistical significance was assessed according to a one-way analysis of variance with Benjamini-Hochberg correction and a 95% confidence interval (corrected *P* < 0.1). Genes with a false discovery rate (FDR) value less than 0.1 and at least a 2-fold change in expression were regarded as differentially expressed.

For the RNA-seq analysis, the sequencing library was prepared using the Lasy-Seq method (Kamitani et al. 2019). Specifically, 200 ng of total RNA was used per sample. The library was sequenced using the 151-bp paired-end mode of the HiSeq X Ten (Illumina, San Diego, CA, USA). RNA-seq analyses were performed with R1 reads. Low-quality reads and adapters were trimmed using Trimmomatic version 0.39 (http://www.usadellab.org/cms/?page=trimmomatic) with ‘ILLUMINACLIP:TruSeaq3-SE.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36’ options. HISAT2 (http://daehwankimlab.github.io/hisat2/) version 2.2.1 was used to map the reads to the *A. thaliana* reference genome (TAIR10) with the ‘--max-intronlen 5000’ option. Aligned reads within gene models were counted using featureCounts version 2.0.1 (http://subread.sourceforge.net/) with the ‘--fracOverlap 0.5 -O -t gene -g ID -s 1 --primary’ options. Differentially expressed genes were identified using R version 4.0.4 (https://www.r-project.org/) and DESeq2 version 1.30.1 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) package. Genes with an FDR <0.1 in each comparison were identified as differentially expressed genes. The GO analysis was performed using an online program (http://www.pantherdb.org). The microarray and first and second RNA-seq data have been deposited into the GenBank database with the accession numbers GSE201609, GSE201379 and GSE201380, respectively.

Additionally, qRT-PCR analyses were performed to confirm the changes in gene expression under progressive drought stress as well as to access the reliability of the microarray and RNA-seq analyses. Details regarding the qRT-PCR primers are provided in **Supplementary Table S12**.

### ABA measurement in the roots and shoots

Plants were grown, and samples were collected as described earlier. Endogenous ABA was extracted from the roots and shoots separately using 80% (v/v) acetonitrile containing 1% (v/v) acetic acid. The hormone contents were determined using a ultra performance liquid chromatography (UPLC)–MS/MS system consisting of a quadrupole/time-of-flight (TOF) tandem mass spectrometer (Triple TOF 5600; SCIEX, Concord, ON, Canada) and a Nexera UPLC system (Shimadzu Corp., Kyoto, Japan) as previously described (Kanno et al. 2016).

### Metabolite profiling

Metabolite profiling was performed as previously described (Kusano et al. 2007, Sugi et al. 2021), with slight modifications. Briefly, extracts were prepared by adding 1 ml of extraction medium containing 10 stable isotope reference compounds to ∼25 mg of roots or shoots (fresh weight). After centrifuging the extract, a 200-μl aliquot of the supernatant was collected and dried via evaporation and used for the derivatization step as previously described (Kusano et al. 2007). The derivatized samples were analyzed by GC and TOF MS (GC–TOF-MS) (LECO, St Joseph, MI, USA). Data were normalized using the cross-contribution compensating multiple standard normalization algorithm (Redestig et al. 2009).

The relative quantification of glucosinolates was performed using an LC–MS/MS system as previously reported (Sawada et al. 2017), with some modifications (Sugiyama et al. 2021). After extracting samples (4 mg/ml), 50 μl aliquots were dried for 1 h and then dissolved in 500 μl of water for a concentration of 0.4 mg/ml. Next, a 90 μl aliquot of the extract was mixed with 10 μl of 10 μM sinigrin as the internal standard.

### ^13^C-metabolic tracing experiments by two-dimensional NMR spectroscopy

Labeled ethanol (^13^CH_3_^13^CH_2_OH; Cambridge Isotope Laboratories, Tewksbury, MA, USA) was used for the NMR analysis during the ^13^C-metabolite tracing experiments that were performed via root uptake (Kikuchi et al. 2004). Lyophilized samples were ground to a fine powder, and then 10 mg of powdered material per sample was dissolved in 600 µl of 0.1 M potassium phosphate buffer (pH 7). The samples were incubated at 65°C for 15 min and processed as previously described (Sekiyama et al. 2011). Two-dimensional ^1^H-^13^C heteronuclear single quantum coherence (HSQC) spectra were recorded as previously described (Chikayama et al. 2010) using a 700-MHz NMR spectrometer (Bruker BioSpin, Rheinstetten, Germany). The same samples were also analyzed by zero-quantum filtered total correlation spectroscopy (ZQF-TOCSY) according to a published method (Komatsu et al. 2016). To normalize the signal intensities for the ^1^H-^13^C HSQC and ZQF-TOCSY spectra, they were standardized according to the 3-(trimethylsilyl)-1-propanesulfonic acid sodium salt intensity. The peak intensity was normalized against the unit vector length for each peak.

## Supplementary Material

pcac114_Supp Click here for additional data file.

## Data Availability

The data presented in this article are available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/ and can be accessed with GSE201609, GSE201379 and GSE201380.

# Supplementary material for: Ethanol-Mediated Novel Survival Strategy against Drought Stress in Plants
**Source:** Plant Cell Physiol. 2022 Aug 25;63(9):1181–92. doi: 10.1093/pcp/pcac114
**Supplement:** pcac114_Supp

# **Ethanol-mediated novel survival strategy against drought stress in plants**

Khurram Bashir, Daisuke Todaka, Sultana Rasheed, Akihiro Matsui, Zarnab Ahmad, Kaori Sako, Yoshinori Utsumi, Vu Anh Thu, Maho Tanaka, Satoshi Takahashi, Junko Ishida, Yuuri Tsuboi, Shunsuke Watanabe, Yuri Kanno, Eigo Ando, Kwang-Chul Shin, Makoto Seito, Hinata Motegi, Munee Sato, Rui Li, Saya Kikuchi, Miki Fujita, Miyako Kusano, Makoto Kobayashi, Yoshiki Habu, Atsushi J. Nagano, Kanako Kawaura, Jun Kikuchi, Kazuki Saito, Masami Yokota Hirai, Mitsunori Seo, Kazuo Shinozaki, Toshinori Kinoshita, and Motoaki Seki\*

Motoaki Seki

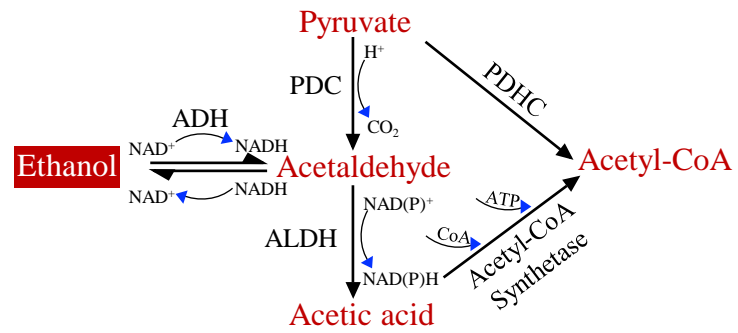

**Supplementary Fig. S1. Ethanol and acetic acid biosynthesis pathway in plants.** Pyruvate is converted into Acetyl-CoA by pyruvate dehydrogenase complex (PDHC). Under anaerobic and stress conditions, pyruvate is converted into acetaldehyde by PDC. Acetaldehyde could be converted into ethanol. The conversion of acetaldehyde into ethanol is a reversible process. Acetaldehyde could also be converted into acetic acid. Three genes (*ALDH2B4*, *ALDH2B7*, and *ALDH2C4*) are suggested to be involved in the conversion of acetaldehyde into acetic acid.

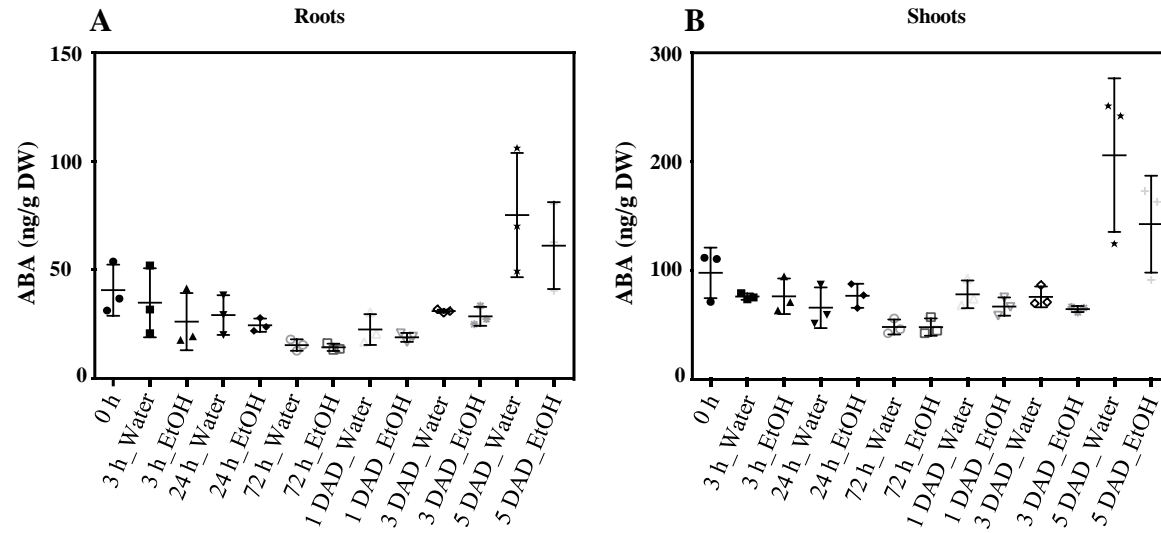

**Supplementary Fig. S2. Ethanol treatment does not change the levels of endogenous ABA.**

Two-week-old *Arabidopsis* plants were treated with 10 mM ethanol or water for 3-days and then subjected to drought stress treatment. **A:** ABA contents in roots. **B:** ABA contents in shoots. Samples were collected before the application of ethanol (0 h) and 3, 24, and 72 h after the ethanol treatment, and 1, 3, and 5 days after the drought (DAD) stress treatment. No statistical differences were observed according to the t-test ( $p < 0.05$ ;  $n = 3$ ).

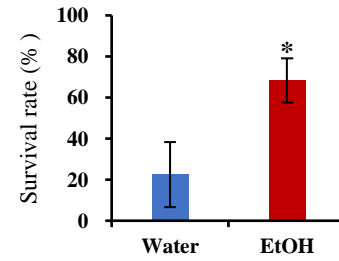

**Supplementary Fig. S3. Ethanol-mediated drought stress tolerance in Landsberg *erecta* ecotype.** Two-week-old WT *Arabidopsis* plants (ecotype: Landsberg *erecta*) were treated with 10 mM ethanol for 3-days and then subjected to drought stress treatment. Column bars followed by asterisks are statistically different from the control according to the SNK test ( $p < 0.05$ ;  $n = 3$ ).

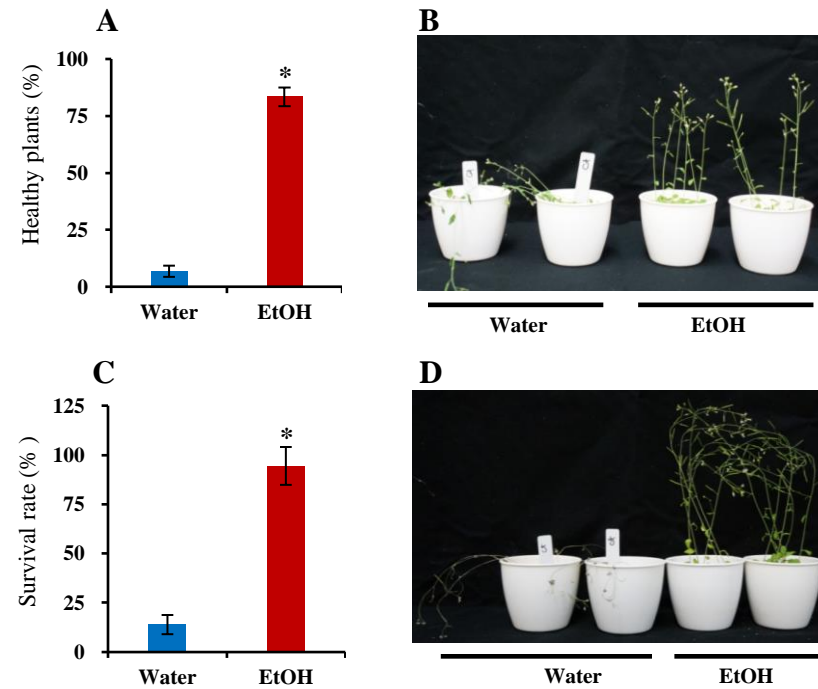

**Supplementary Fig. S4. Ethanol enhances drought stress tolerance in ceramics granular soil.**

Ten-days old *Arabidopsis* plants were transferred to ceramics granular soil, acclimatized for 5-days, treated with 10 mM ethanol (EtOH) for 3-days, and then subjected to drought stress treatment. Plants treated with water were used as the control. **A-B**: Percentage of healthy plants after 9-day drought stress treatment (before rewatering). **C-D**: Survival rate recorded at 3 days after rewatering. Column bars followed by asterisks are statistically different from control according to the SNK test ( $p < 0.05$ ;  $n = 4$ ).

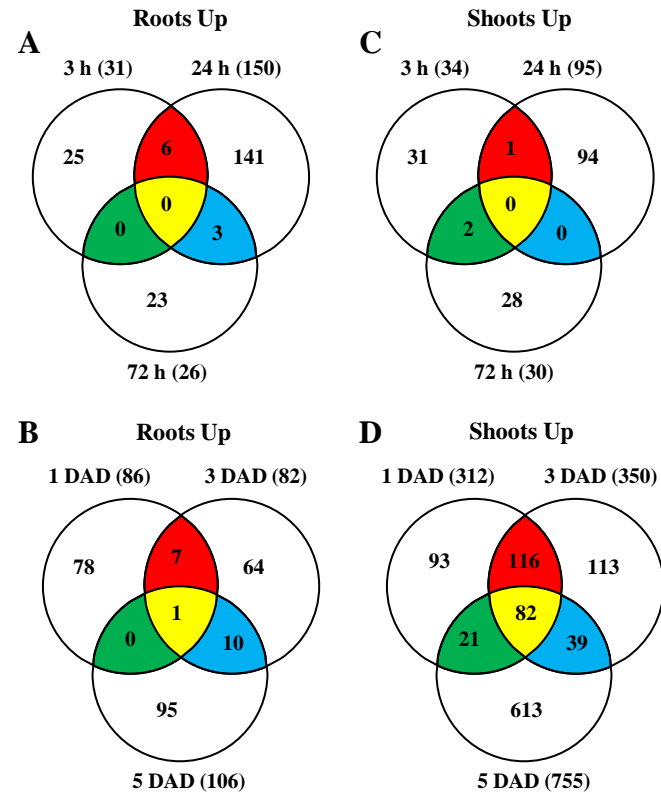

**Supplementary Fig. S5. Venn diagram representing the transcriptomic changes in response to ethanol treatment followed by drought stress treatment.**

Two-week-old *Arabidopsis* plants were treated with 10 mM ethanol or water for 3-days and then subjected to drought stress treatment. Genes upregulated at 3, 24, and 72 h after ethanol treatment in roots (**A**) and shoots (**C**) and 1, 3, and 5 days after drought (DAD) stress treatment in roots (**B**) and shoots (**D**),  $n = 3$ , fold change  $\geq 2$ ; FDR  $< 0.1$ .

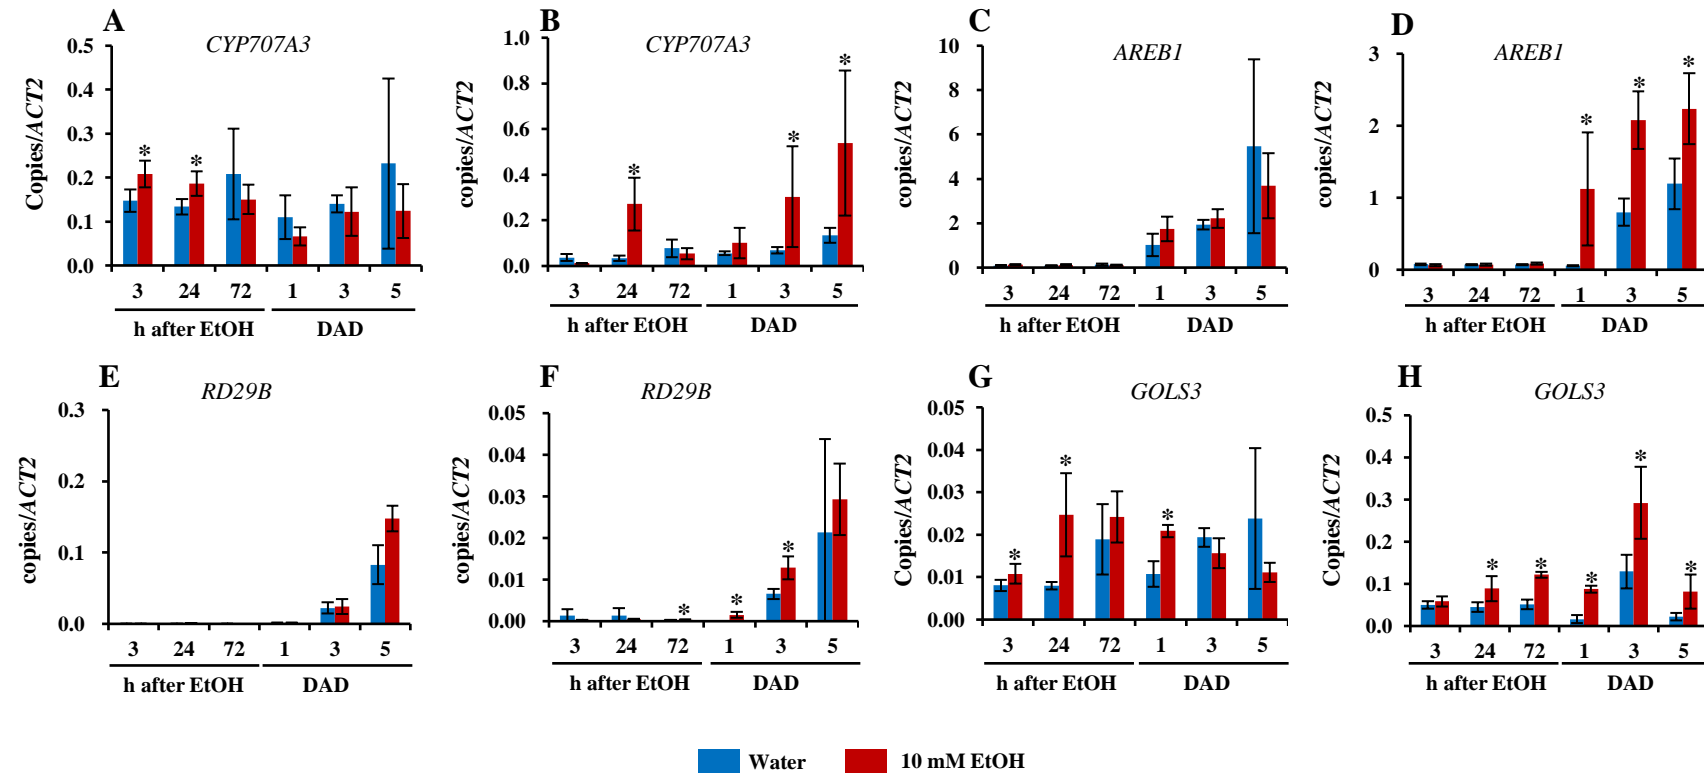

**Supplementary Fig. S6. qRT-PCR analysis to confirm the microarray results.**

qRT-PCR analyses were performed to confirm the results obtained through microarray analysis and are shown as copies per *Actin2* (*ACT2*) at different time points. Samples were collected at 3, 24, and 72 h after ethanol treatment and then 1, 3, and 5-days after drought (DAD) stress treatment. Changes in the expression of **A-B**: *CYP707A3* in roots (**A**) and shoots (**B**). **C-D**: *AREB1* in roots (**C**) and shoots (**D**). **E-F**: *RD29B* in roots (**E**) and shoots (**F**). **G-H**: *GOLS3* in roots (**G**) and shoots (**H**). Column bars followed by asterisks are statistically different from the control according to the t-test ( $p < 0.05$ ;  $n = 3$ ).

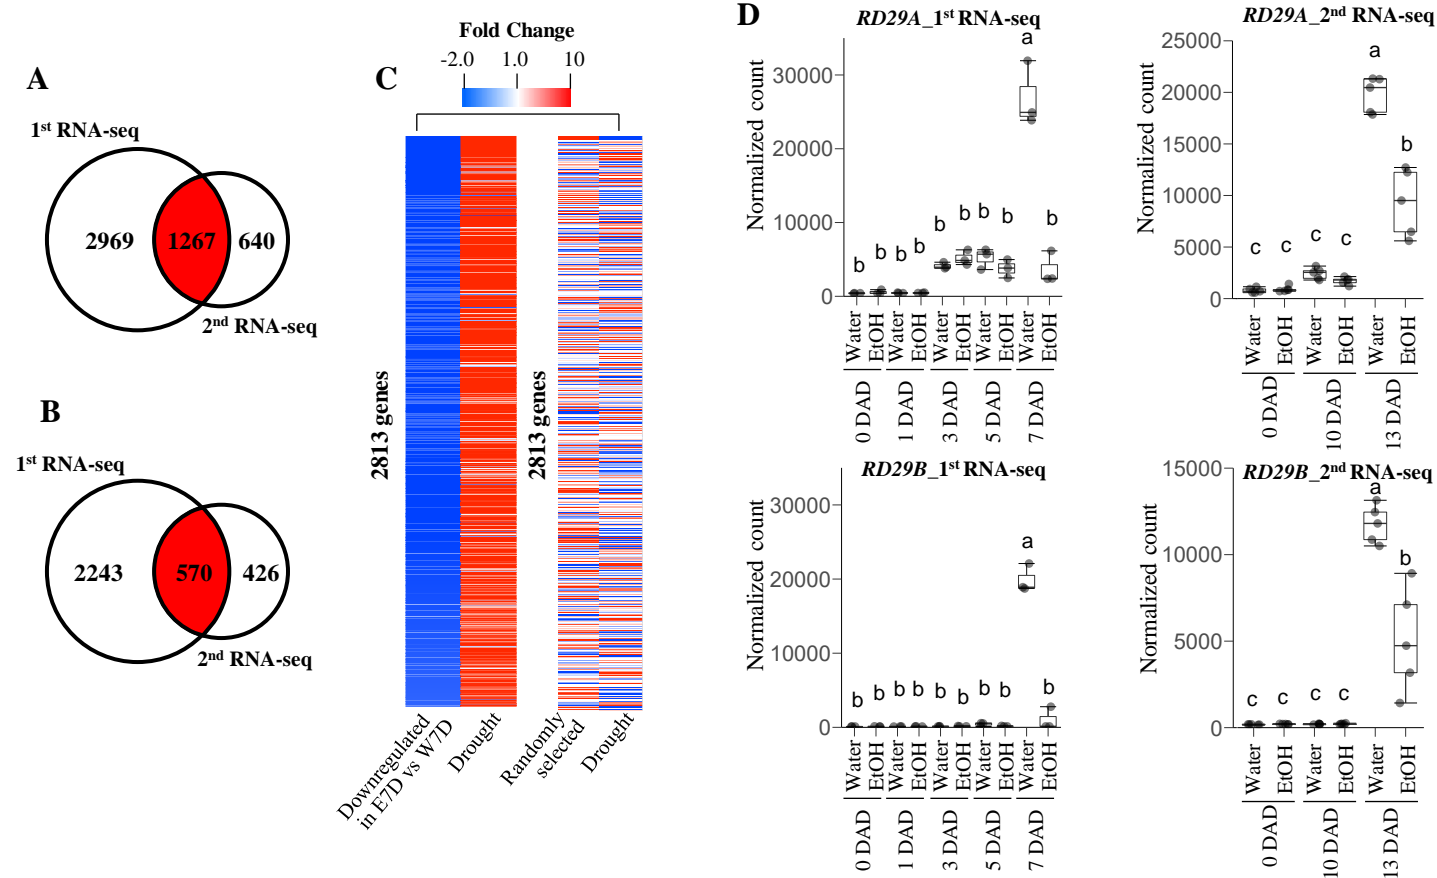

**Supplementary Fig. S7. Summary of RNA-seq analyses.**

**A-B:** Genes up (**A**) and down (**B**)-regulated in RNA-seq analyses. The data of 7 DAD and 13 DAD were used for the analysis of 1<sup>st</sup> RNA-seq and 2<sup>nd</sup> RNA-seq, respectively. Independent sampling and RNA extraction were performed for both RNA-seq analysis, **C:** Heatmap analysis of 2,813 genes downregulated at ethanol-treated 7DAD compared with water-treated 7DAD in 1<sup>st</sup> RNA-seq. Randomly selected 2,813 genes were chosen from all the *Arabidopsis* genes. The drought responsiveness in the right tiles is based on the results of 1<sup>st</sup> RNA-seq (water-treated 7 DAD vs water-treated 0 DAD). **D:** Normalized counts of *RD29A* and *RD29B* during drought stress treatment. Different letters indicate significant differences analyzed by Tukey-Kramer multiple comparison test ( $p < 0.05$ ).

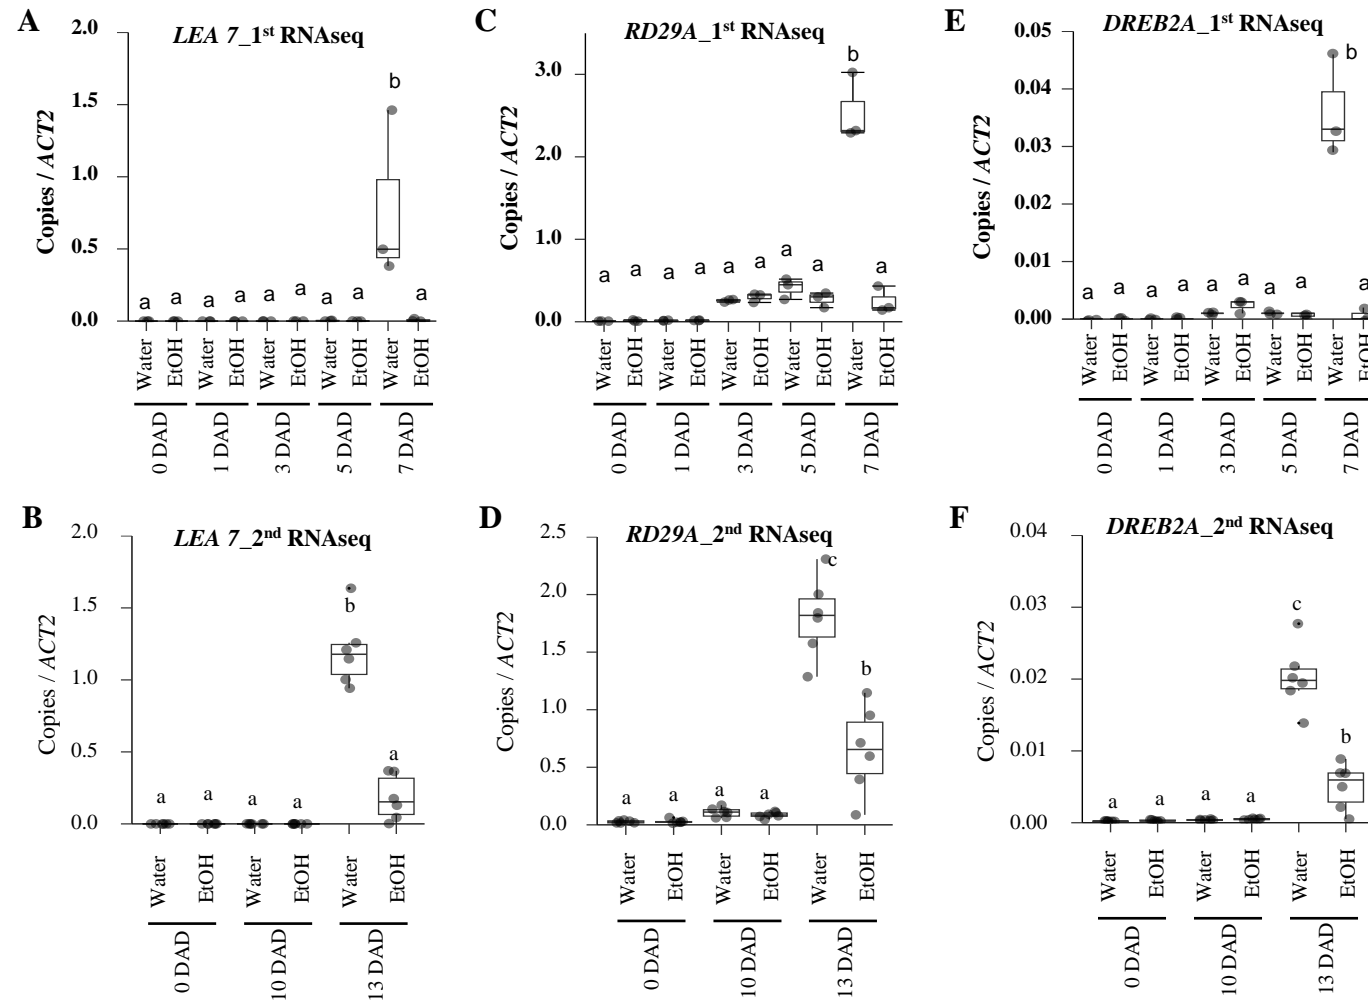

**Supplementary Fig. S8. qRT-PCR analysis to confirm the RNA-seq results.**

RNA-seq results were validated by qRT-PCR analyses. Data are presented as copies per *Actin2* (*ACT2*) at different time points. Samples were collected at 0, 1, 3, 5, and 7 DAD in the 1<sup>st</sup>RNAseq (**A**, **C**, and **E**) and 0, 10, and 13 DAD in the 2<sup>nd</sup> RNA-seq (**B**, **D**, and **F**). Changes in the expression of *late embryogenesis abundant 7* (*LEA 7*; **A** and **B**), *RD29A* (**C** and **D**), and *DREB2A* (**E** and **F**). Different letters indicate significant differences according to Tukey's test ( $p < 0.05$ ;  $n = 3$  to 6).

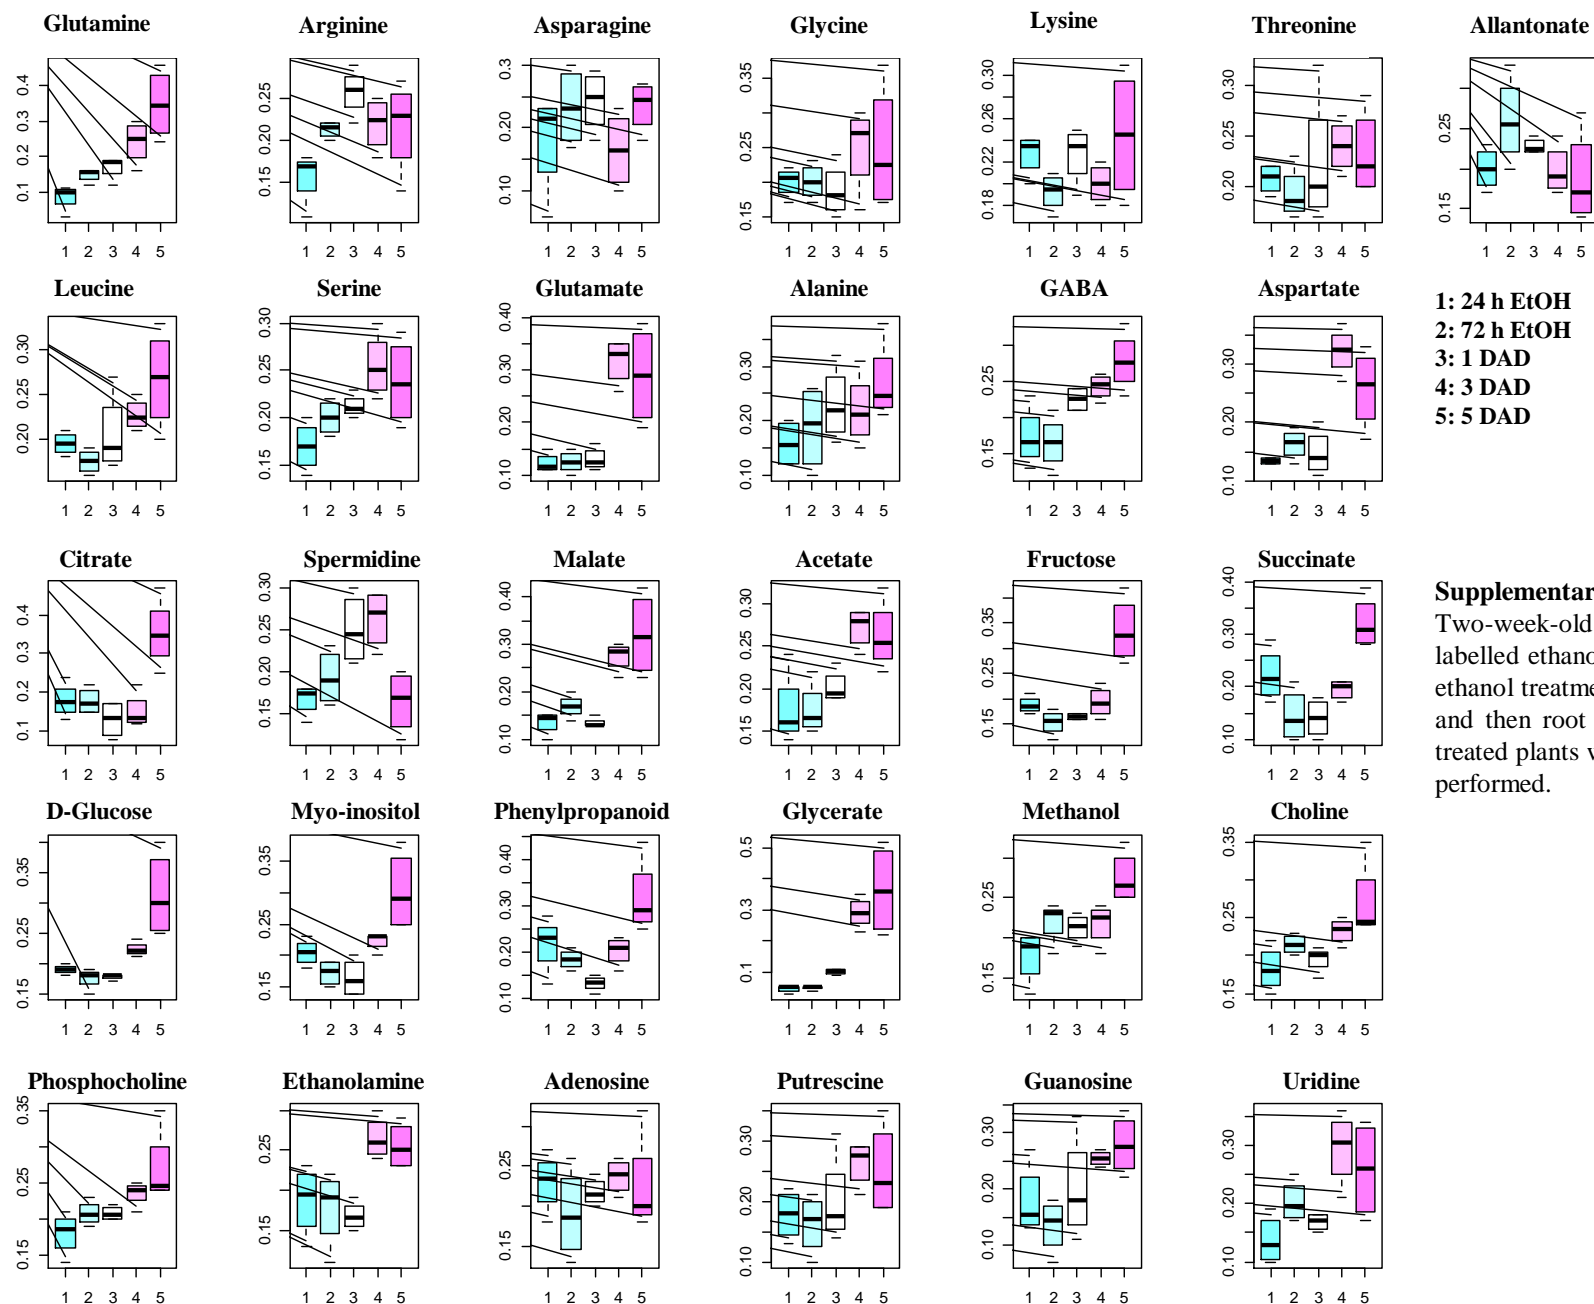

**Supplementary Fig. S9. Summary of root HSQC-NMR analysis.**

Two-week-old *Arabidopsis* plants were treated with 10 mM  $^{13}\text{C}$  labelled ethanol and root samples were collected at 24 and 72 h after ethanol treatment. At this point, drought stress treatment was initiated and then root samples were collected at 1, 3, and 5 DAD. Water-treated plants were not analyzed and thus statistical analyses were not performed.

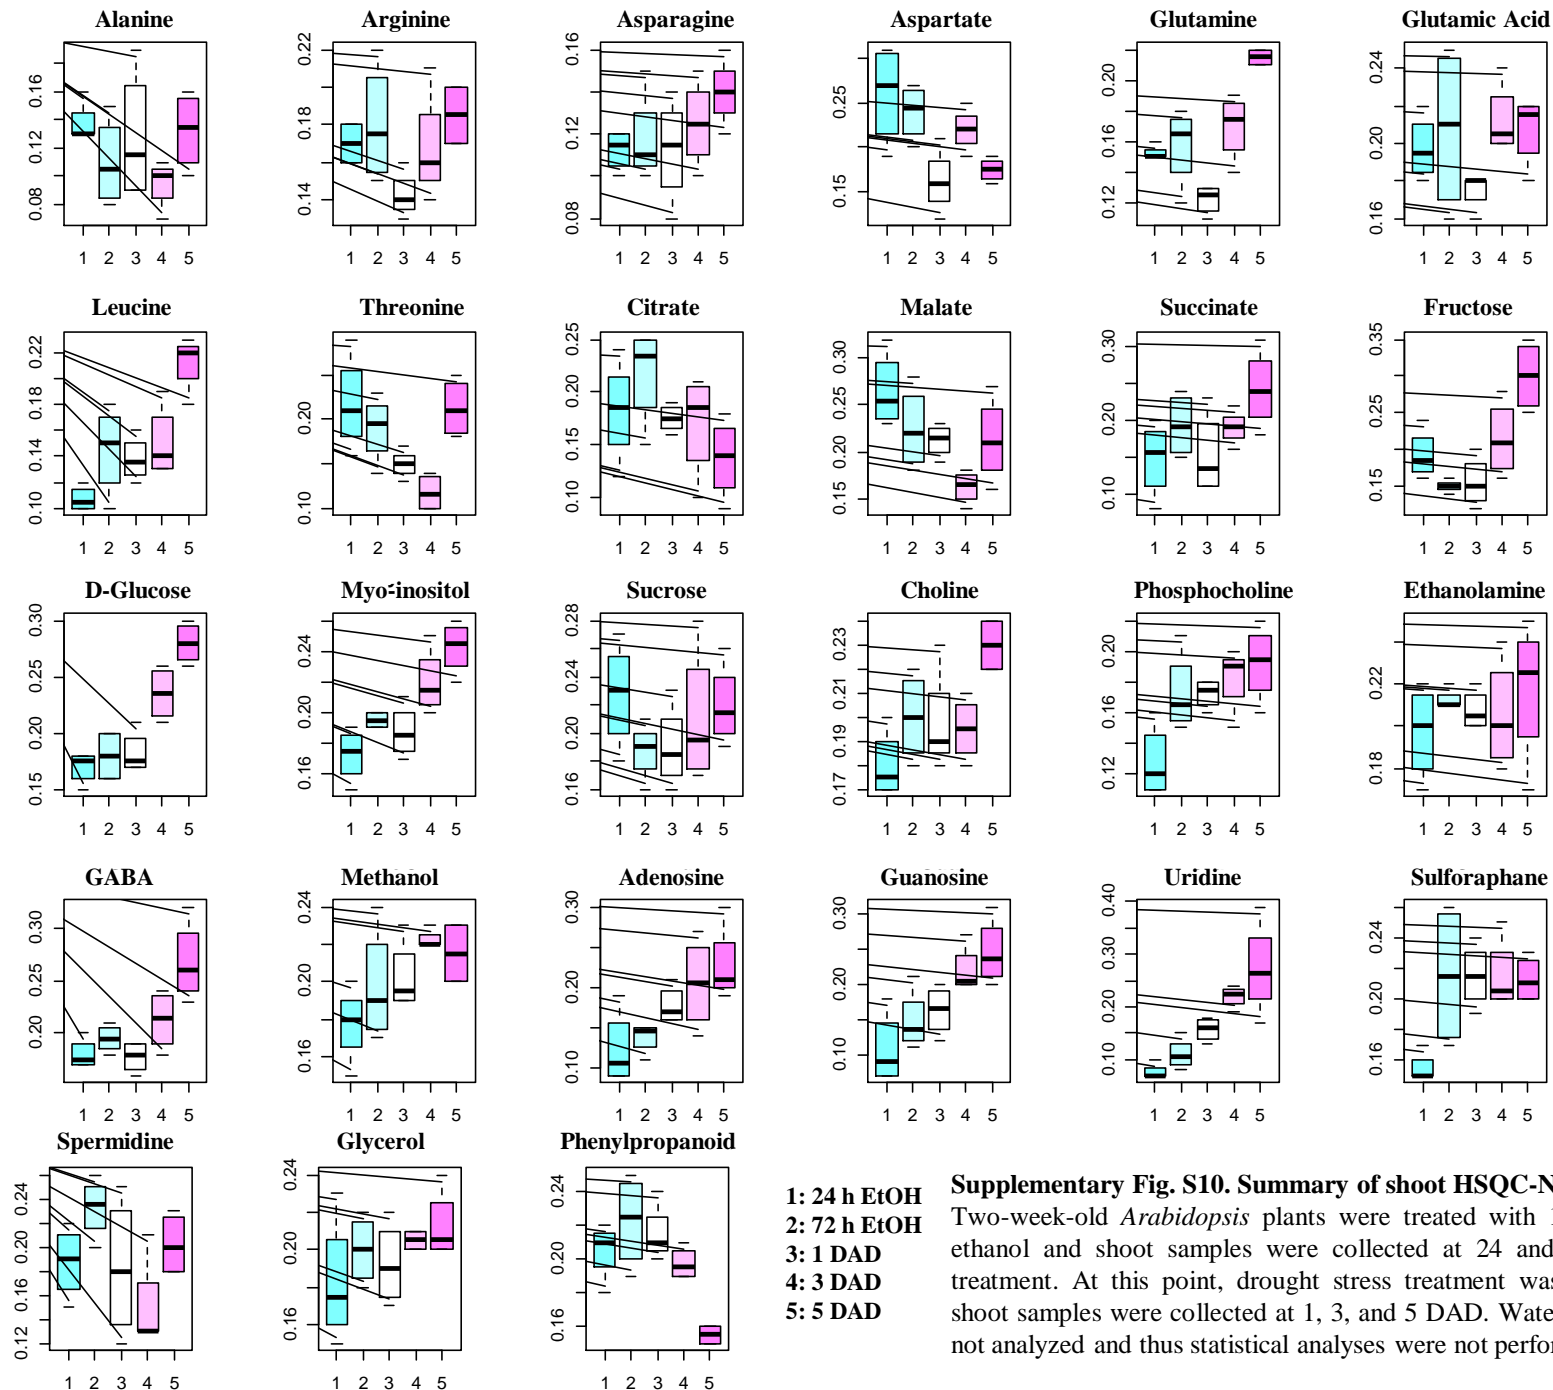

**Supplementary Fig. S10. Summary of shoot HSQC-NMR analysis.**

Two-week-old *Arabidopsis* plants were treated with 10 mM  $^{13}\text{C}$  labelled ethanol and shoot samples were collected at 24 and 72 h after ethanol treatment. At this point, drought stress treatment was initiated, and then shoot samples were collected at 1, 3, and 5 DAD. Water-treated plants were not analyzed and thus statistical analyses were not performed.

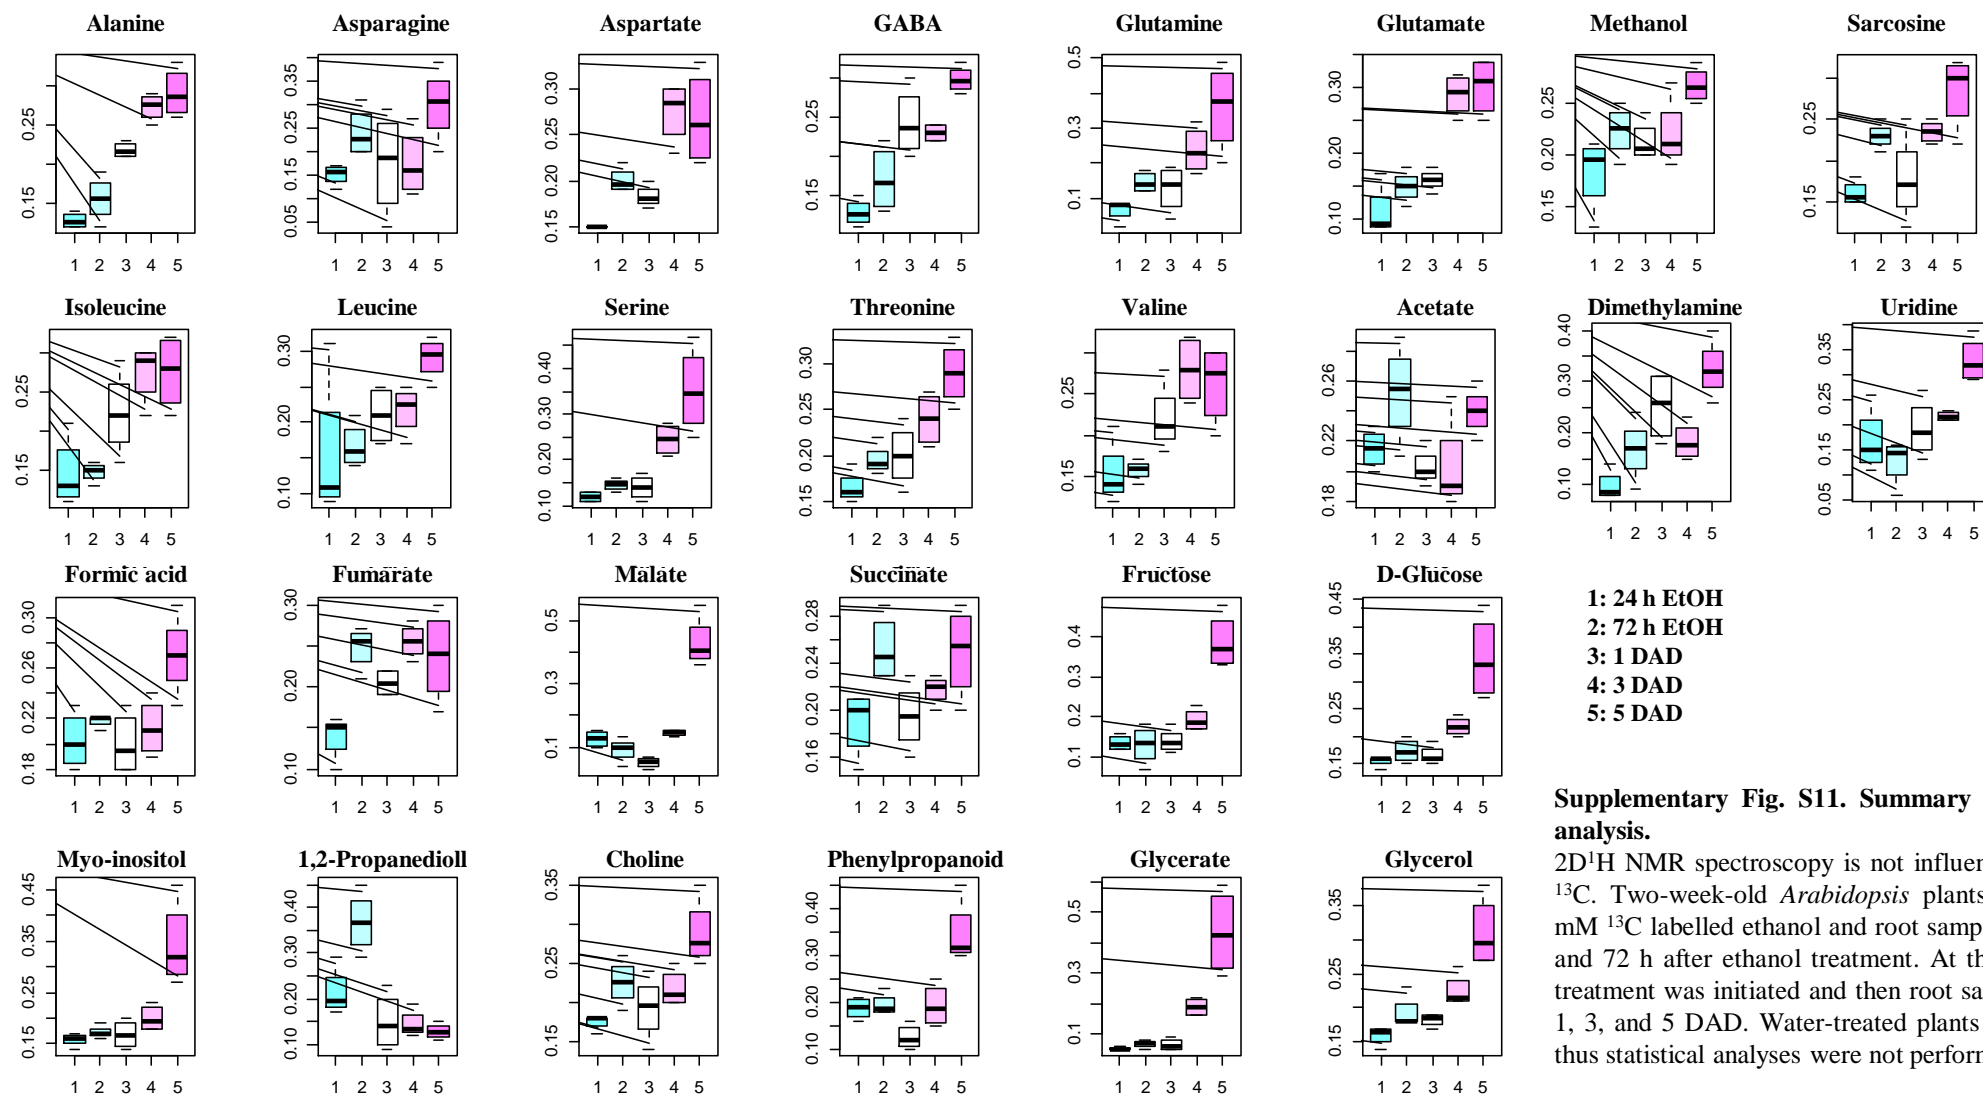

**Supplementary Fig. S11. Summary of root 2D-jres NMR analysis.**

2D<sup>1</sup>H NMR spectroscopy is not influenced by the presence of <sup>13</sup>C. Two-week-old *Arabidopsis* plants were treated with 10 mM <sup>13</sup>C labelled ethanol and root samples were collected at 24 and 72 h after ethanol treatment. At this point, drought stress treatment was initiated and then root samples were collected at 1, 3, and 5 DAD. Water-treated plants were not analyzed and thus statistical analyses were not performed.

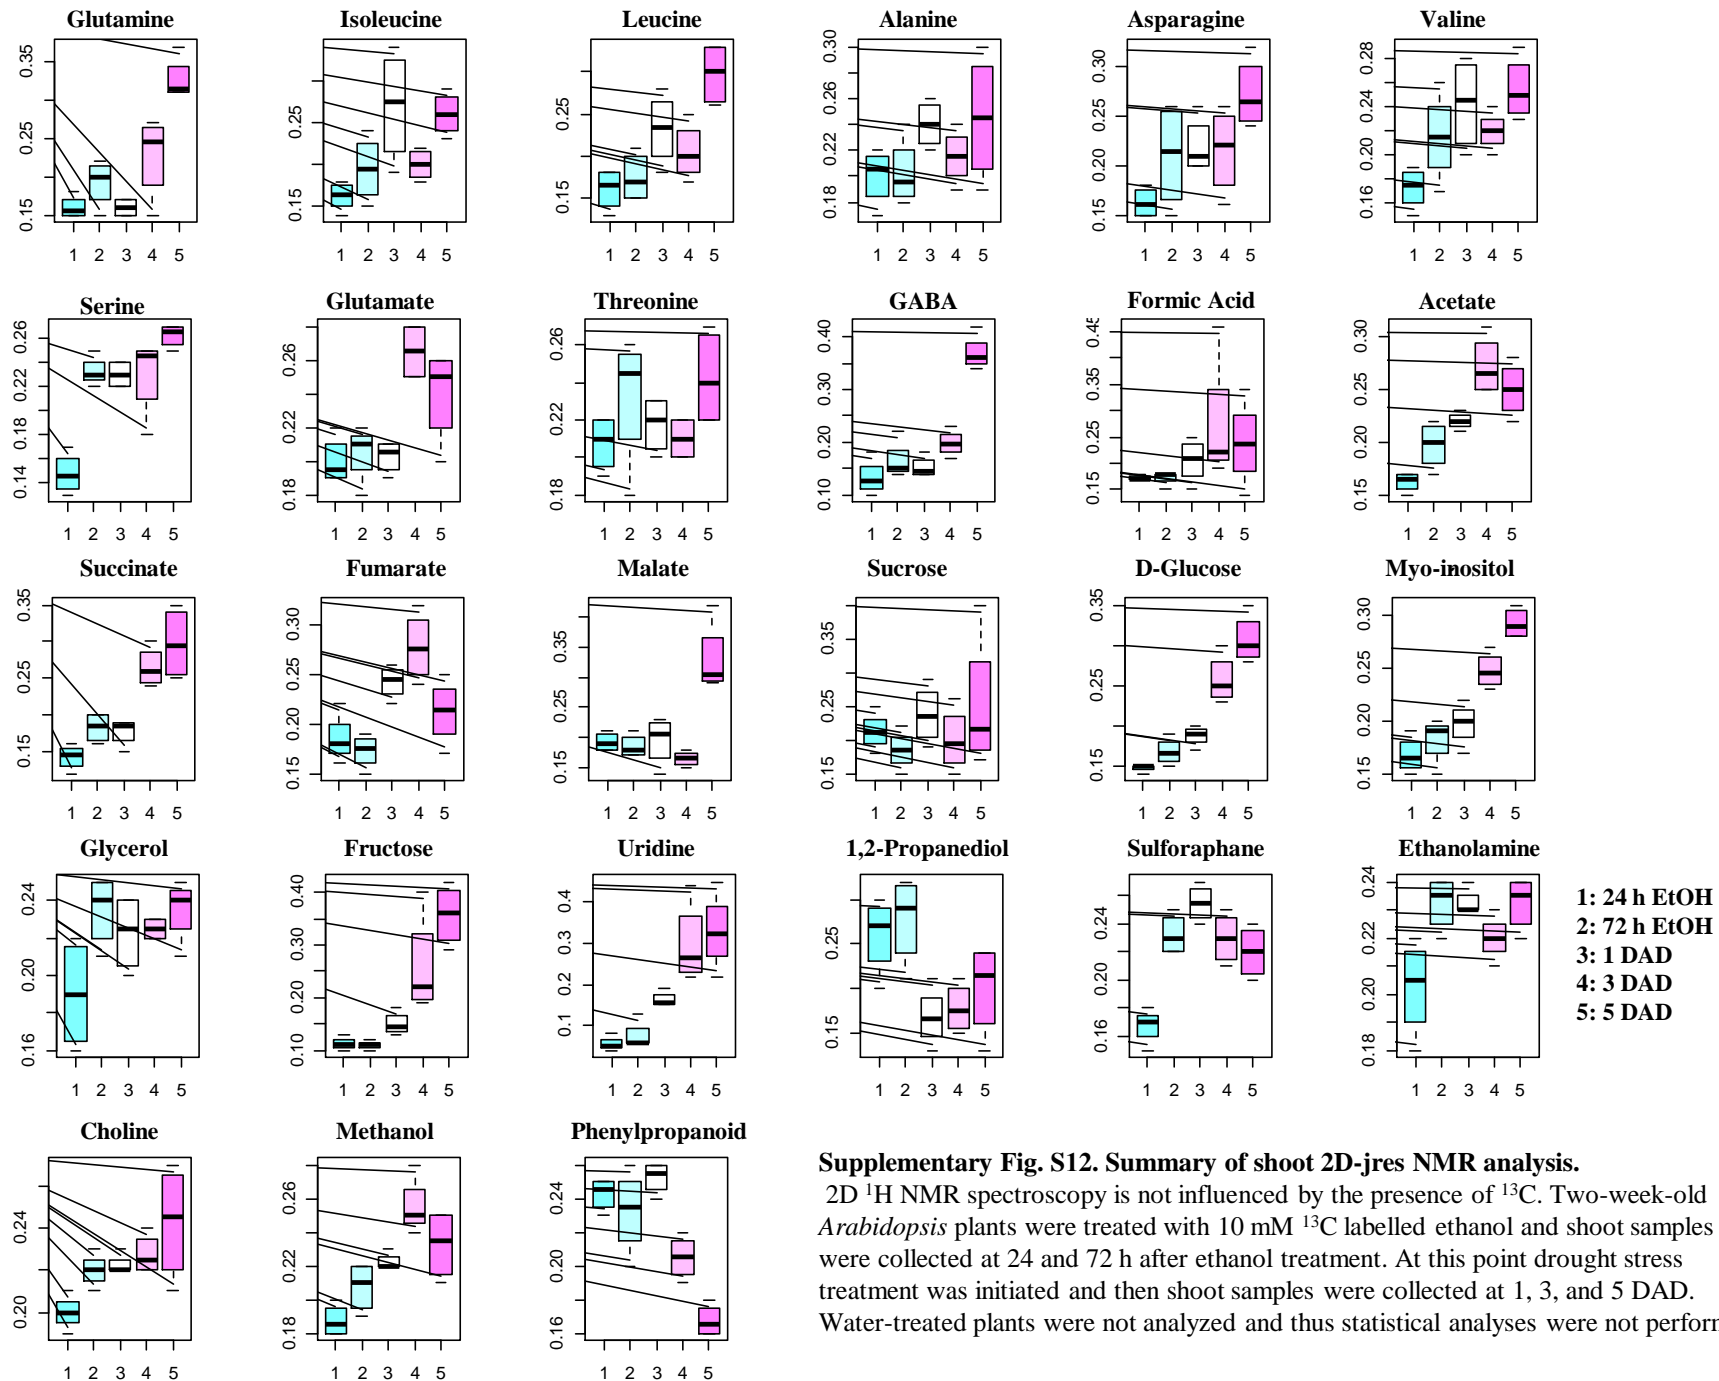

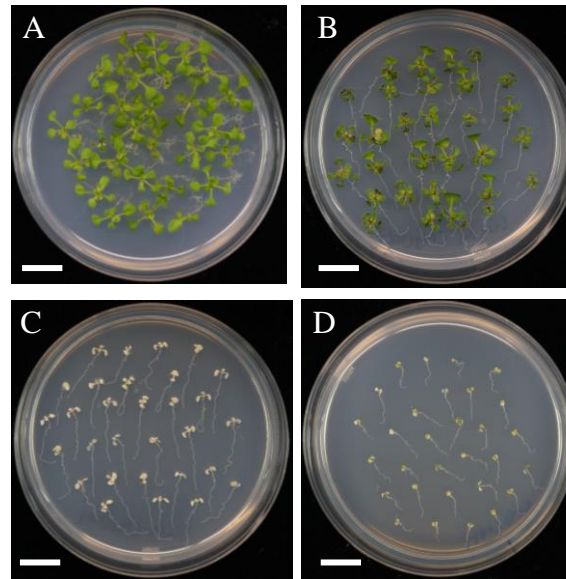

**Supplementary Fig. S13. Effect of acetic acid on seed germination and seedling growth in *Arabidopsis*.**  
Photos of *Arabidopsis* WT plants grown on MS media containing 0 (A), 1 (B), 5 (C), and 10 (D) mM acetic acid for 2 weeks.  
Scale bar = 1cm

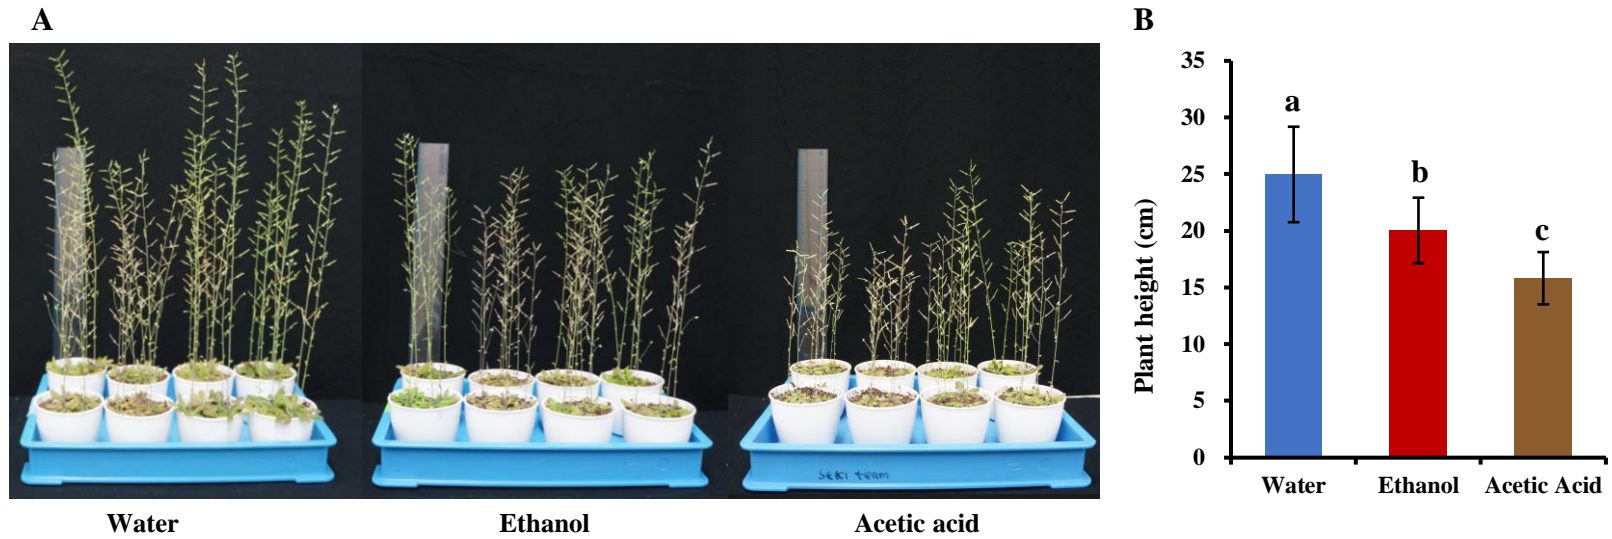

**Supplementary Fig. S14. Continuous supply of ethanol and acetic acid affects plant growth.**

15-days old *Arabidopsis* plants were treated with water, 10 mM ethanol, or 10 mM acetic acid for 5 weeks. **A**: Photograph of water, ethanol, and acetic acid-treated plants. **B**: Difference among the plant height of water, ethanol, and acetic acid-treated plants. Column bars followed by different letters are statistically different from each other according to the SNK test ( $p < 0.05$ ;  $n = 8$ ).

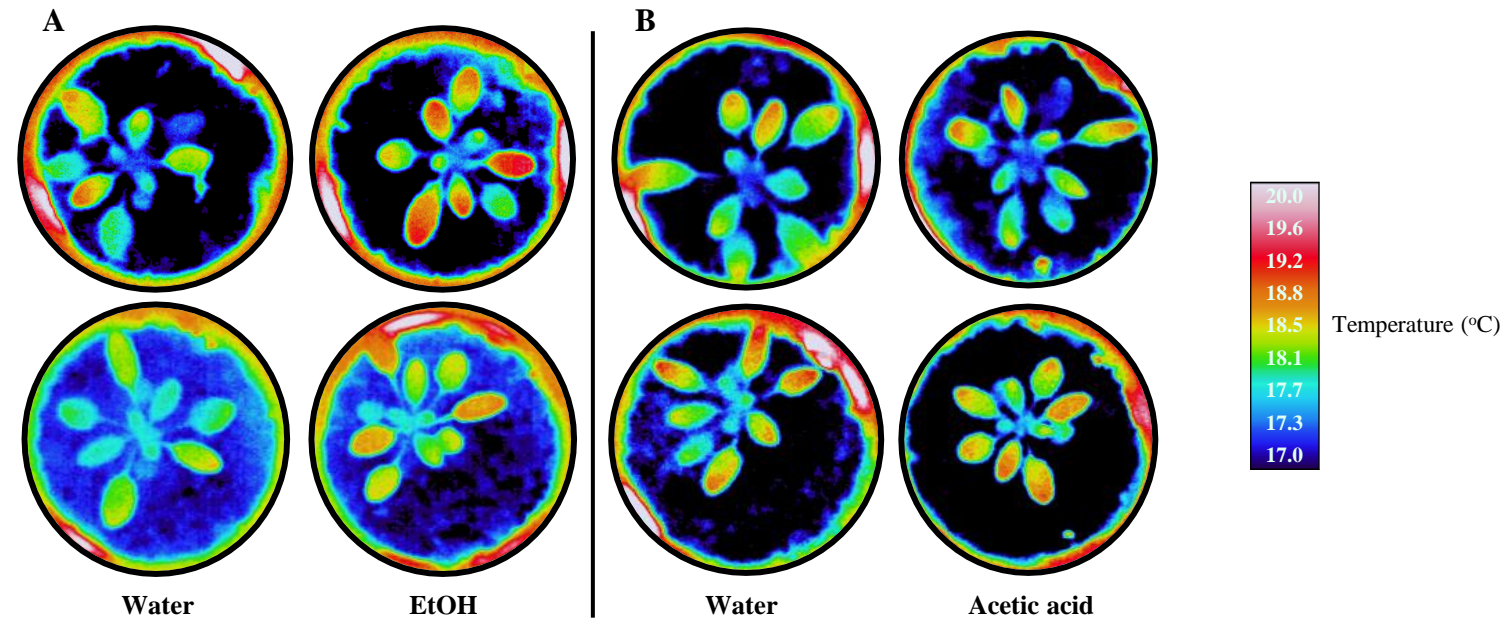

**Supplementary Fig. S15. Acetic acid treatment does not increase leaf temperature.**

Two-week-old *Arabidopsis* plants were treated with 10 mM ethanol or 10 mM acetic acid. Ethanol treatment increases leaf temperature (A) while the acetic acid treatment does not increase leaf temperature (B). Leaf temperature was measured at 72 h after the ethanol or acetic acid treatment in two independent experiments.

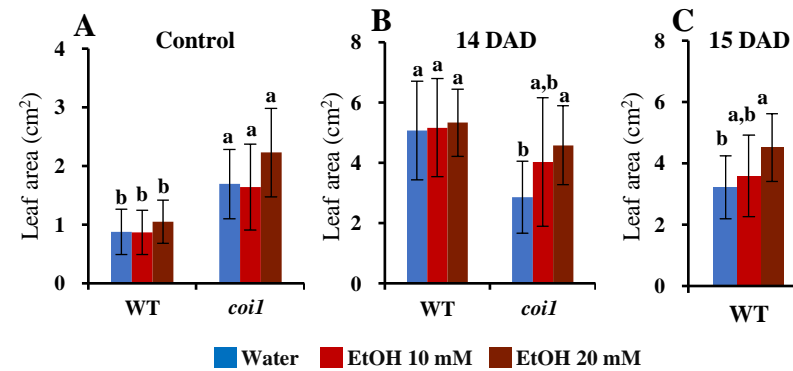

**Supplementary Fig. S16. Ethanol response is similar between WT and *coil* mutant (*coil-16*).**

Three-week-old WT (Col-0) and *coil* mutant (*coil-16*) plants were treated with 0, 10, and 20 mM ethanol for 3 days and then subjected to drought stress. Leaf area (cm<sup>2</sup>) was measured at **A**: before the ethanol treatment, **B**: 14 days after drought (14 DAD), and **C**: 15 DAD. Column bars followed by different letters are statistically different from each other according to the SNK test (p < 0.05; n = 16).

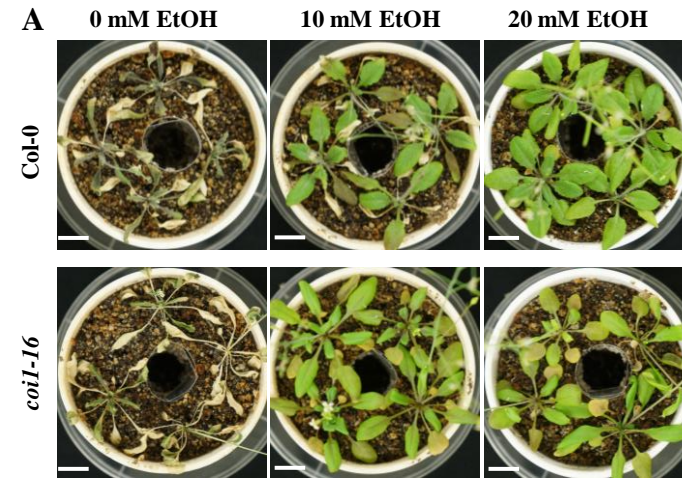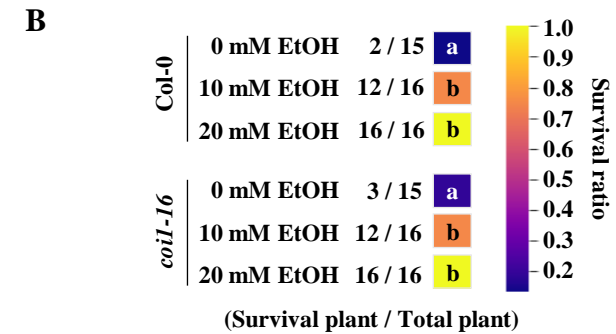

**Supplemental Figure S17. Ethanol enhances drought tolerance in *coil* mutant plants.**

Three-week-old WT (Col-0) and *coi-1* (*coil-16*) mutant plants were treated with 0, 10, and 20 mM EtOH for 3 days. Drought treatment was performed for 16 days in Col-0 and 14 days in *coil-16*. **A**: Photographs were taken after rewatering for 4 days in Col-0 and 5 days in *coil-16*. Scale bar = 1cm. **B**: The survival ratio of WT and *coil-16* plants. Color tiles followed by different letters are statistically different from each other according to Pairwise comparisons using Fisher's exact test ( $p < 0.05$ ;  $n = 16$ ). P values were adjusted by the method of holm. In this experiment, n shows the number of treated plants.

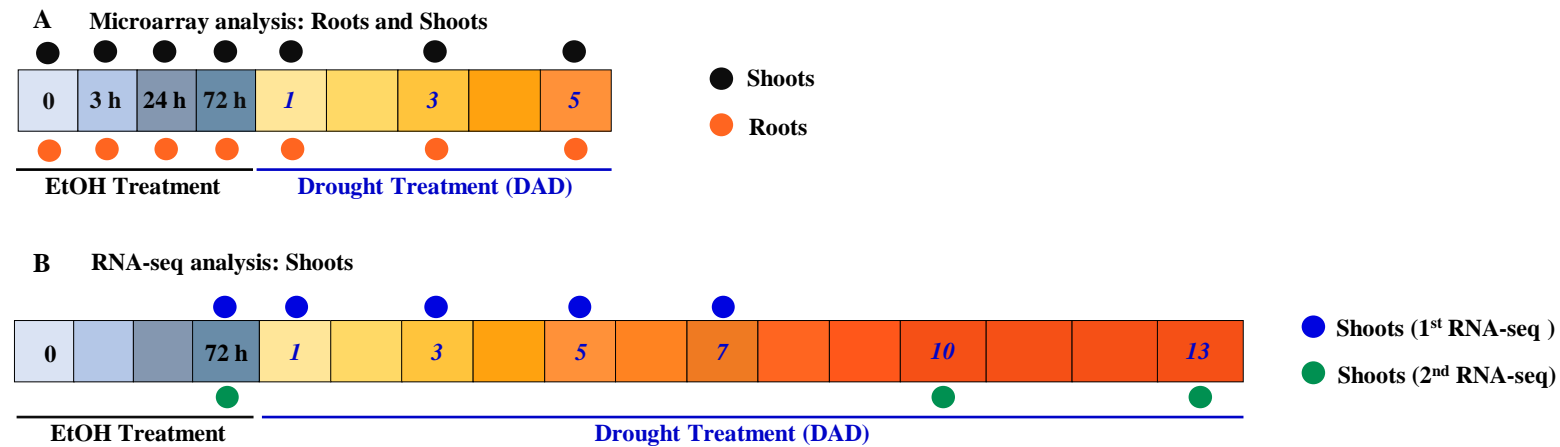

**Supplementary Fig. S18. Sampling time points for the transcriptomic analysis.**

**A:** Sampling time points of shoots and roots for the microarray analysis are shown as circles of black and orange, respectively.

**B:** Sampling time points of shoots for the 1<sup>st</sup> and 2<sup>nd</sup> RNA-seq analysis are shown as circles of blue and green, respectively. 72 h and 0 DAD represent the same time point.

How the deposited data were processed for this re-analysis (not part of the article)

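The second RNA-seq analysis comprised 35 libraries of Arabidopsis shoots, 5 for each of 7 groups: before the pretreatment, and after 3 days with water or 10 mM ethanol at 0, 10 and 13 DAD. Groups and replicates were taken from the sample labels and the paper, and 0 columns of the tables were left without a sample. The labels and the paper differ in the days on MS medium (9 and 10), which does not change the groups. The microarray analysis and the first RNA-seq analysis were not analysed here.

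The authors made the raw counts from the R1 reads with Trimmomatic, HISAT2 on TAIR10 and featureCounts, counting a read for each gene it overlaps and using primary alignments only. The deposited normalized counts, a signal that the authors scaled by dividing the raw counts by 1 factor per library, were used for the levels of single genes. The paper's methods name DESeq2 for its differentially expressed genes. Of the 27417 gene IDs, 26720 were matched to the reference annotation, which is of TAIR10.1 and was used for names, GC content, length and copies. Of 68 gene positions in Supplementary Table S9, 68 overlap the same gene in this annotation, so its coordinates are given.

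From the raw counts, each comparison was tested on its own 10 libraries (20 for the interaction) with R 4.3.3 and edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F-test with robust dispersion, Benjamini-Hochberg adjustment). Genes were called at an FDR under 0.1 and a log2 fold change of at least 1 or at most -1. Standard errors are the log2 fold change divided by the square root of F. Lists were tested with limma 3.58.1 (camera with a preset inter-gene correlation of 0.01, adjusted over 9 tests). The lists were the glucosinolate genes of Supplementary Table S3, the ABA genes of Supplementary Table S2 and the nuclear light-reaction genes by symbol. The ABA list had an adjusted p of 0.423 at 13 DAD (17 genes tested, 5 called higher and 1 lower, 5 and 1 also when adjusted over the list alone), 0.585 at 10 DAD and 0.051 at 0 DAD. The light-reaction list had an adjusted p of 0.585 at 0 DAD and the glucosinolate list 0.0608. The position of a library on the drought axis is the projection of its log2 CPM (pseudocount 1) on the mean difference between water-treated plants at 13 and 0 DAD. Single values of 5 libraries against 5 were compared by exact permutation tests, 2-sided, for the axis also with its genes and direction refitted for each relabelling.

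The genes named are those the paper names in its RNA-seq text and qRT-PCR, the leading gene of each category of Supplementary Table S9 and its NAD(P)H dehydrogenase genes, up to 5 genes per direction and ethanol comparison with the largest change among those called, without overlap between the groups and with a mean of at least 20 counts, and the called genes of the lists. A gene with at most 3 counts in every library of a group has its fold change given as a bound.

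The alternatives were DESeq2 1.42.0, RLE size factors, library size only, genes with at least 1 count, genes with a mean of at least 20 counts, all 7 groups in one fit, a replicate block, an FDR under 0.05, non-robust dispersion and each library left out in turn. For the interaction, the 2 filters, all 7 groups in one fit, non-robust dispersion and the 20 libraries left out were added after the data were seen. For the lists they were fry, an estimated correlation, a block and each library left out. For the axis they were other genes, a pseudocount of 0.1 and the deposited normalized counts. Near-identical copies were searched with BLAST 2.17.0 (at least 95% identity over 100 bp). The procedure was tested on simulated data, in which edgeR recovered 194 of 200 changed genes and called 9 of 15348 others, and DESeq2 recovered 197 of 200 and called 17 of 15929 others. The simulated changes lay well beyond the threshold of 1 log2. Genes were drawn independently, with the same dispersion in both groups. The recovery therefore does not describe calls near the threshold.

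Totals of 3589540 to 13440389 counts per library limit genes with few reads, so that several leading genes of Supplementary Table S9 were not tested. The copies of Supplementary Tables S6 and S8 used here are incomplete, so no overlap with them was computed and only values of single genes were read from them.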

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

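Of the tests in this part, those for a mislabelled sample and on relabelled thinned libraries were chosen only after the result was seen, and the others before. The main comparisons and their alternatives, apart from those named under sensitivity as added, were chosen before the data were examined.

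The ethanol effect differed between 13 and 0 DAD for 2382 genes, by a direct test of the difference. Of 100 relabellings of the pretreatment within each time, 1, the real one, gave as many genes. The largest count of the others, 2172, came from a relabelling that kept all 5 ethanol-treated libraries at 13 DAD together, and only 2 of those at 0 DAD. The next was 277. Such relabelling removes the ethanol effect at both times, so it cannot tell a different effect from an equal one. The count followed the grouping at 13 DAD. Without the 20 genes with the highest mean count 2364 genes were called, with each library's trend over GC content taken out 2319, and with its trend over gene length taken out 2314, so none of these trends accounts for the count. With every library thinned to the lowest total, 2145 genes were called, of which 1849 were among the 2382. Of the same 100 relabellings of the thinned libraries, 1, the real one, gave as many genes, and the largest other count was 1910, so library size does not account for the count. With 1 ethanol- and 1 water-treated library at 13 DAD exchanged, each of the 25 exchanges called fewer genes, 713 at most, which argues against exchanged labels at 13 DAD. With 1 of each at 0 DAD exchanged, 2114 to 2590 genes were called, and 4 of the 25 exchanges gave at least as many as the given labels, so exchanged labels at 0 DAD are not excluded, although the count stayed within 1.5 times. On a drought axis built without the library placed, 0 water-treated libraries at 13 DAD lay within the range of the ethanol-treated libraries, but the nearest was only 0.000233 above it, so the axis decides nothing here. The drought itself, which differs between the times by design, remains open as a biological explanation and was not tested apart from them.

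Plants sampled before the pretreatment, which the paper does not report on, differed from water-treated plants at 0 DAD in 406 genes (175 higher and 231 lower at 0 DAD). Only 1 of the 100 splits of these 10 libraries, the real one, gave as many, and the largest other count was 15. With libraries thinned to the lowest total 353 genes were called (272 of them among the 406), without the 20 most abundant genes 402 (396), and with the trend taken out over GC content 411 (395) and over gene length 403 (393), which argues against these as the whole source. Morning clock genes (CCA1, LHY) and evening clock genes (TOC1, GI, LUX, ELF4) moved apart by 1.42 on the log2 scale (exact permutation test, p = 0.00794, the smallest that 5 libraries against 5 allow), so a different time of day at harvest may contribute. The plants at 0 DAD were also 3 days older, and this difference, which the design ties to the groups, was not tested.

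A value far from the others was looked for with 7 measures in 7 groups of 5 libraries, which makes 49 tests. It was found in 4 of them, where chance gives 2.45, and the 4 values come from 2 libraries. The total counts were 4162342 for replicate 4 before the pretreatment (the others 8397110 to 10122705) and 3781405 for replicate 4 of ethanol-treated plants at 0 DAD (the others 8254278 to 9786902). The latter library also had 1419 normalized counts of RD29A (the others 723.9 to 853.2), and replicate 4 before the pretreatment had 266.4 of RD29B (the others 173 to 198.5). In both cases the library with few counts is the one that stands out for the gene. No explanation was tested for single libraries.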

How the results depend on the processing

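The list tests with fry and with an estimated correlation, like the other alternatives, were planned, and only DESeq2 with all 7 groups in one fit, the refitted axis and some settings of the interaction (filters, all 7 groups, non-robust dispersion, libraries left out) were chosen after seeing them. Where a result changed, the cause was not tested unless stated.

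With library size only, 2243 genes were higher and 457 lower in ethanol-treated plants at 13 DAD (83.1% higher, against 64.8%), the interaction gave 2563 higher and 491 lower (83.9% against 64.4%), and water-treated plants at 10 against 0 DAD gave 1414 higher and 1491 lower (48.7% against 37.2%). Ethanol- against water-treated plants at 10 DAD gave 13 higher and 8 lower (61.9% against 36.4%). The median of all genes moved to 0.30, 0.31 and 0.15 in these comparisons, so the excess of higher genes depends on the scaling. The directions of NCED3 (0.10), AREB1 (0.042), COI1 (0.25) and ACT2 (0.14) at 13 DAD, none of them called, were reversed by it. With 1 library left out, COI1 ran from -0.077 (without water replicate 4) to 0.017 (without ethanol replicate 1) and was also above 0 without ethanol replicate 2 and without water replicate 1 or 3. NCED3 ran from -0.372 (without ethanol replicate 4) to 0.004 (without ethanol replicate 1).

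The counts at 10 and 0 DAD were unstable. At 10 DAD (4 higher, 7 lower) DESeq2 gave 28 and 38, genes with at least 1 count 13 and 17, all 7 groups in one fit 7 and 39, an FDR under 0.05 gave 0 and 1, library size only 13 higher, non-robust dispersion 2 higher, and DESeq2 with all 7 groups 27 and 96. At 0 DAD (12 higher, 5 lower) all 7 groups in one fit gave 3 and 3, an FDR under 0.05 gave 4 and 2, and DESeq2 with all 7 groups 3 lower. Across the 10 fits that each left out 1 library, the counts at 10 DAD ran from 0 to 14 higher and from 0 to 30 lower, and at 0 DAD from 2 to 27 higher and from 1 to 11 lower. At 13 DAD they ran from 1141 to 1594 higher and from 661 to 864 lower. For the interaction (1533 higher, 849 lower), across 20 such fits they ran from 1272 (without ethanol 13 DAD replicate 1) to 1743 higher and from 694 (without water 13 DAD replicate 2) to 979 lower. Of the 100 splits of the 10 libraries, 1 gave as many genes as the real groups at 13 DAD (largest other count 391), 3 at 10 DAD and 1 at 0 DAD. For water-treated plants, 1 of the 100 splits did so both at 13 against 0 DAD and at 10 against 0 DAD.

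The share of drought-inducible genes that were lower (14.5%) was reversed for the tested genes that rose by 10 DAD (3.53%, against 4.86% of the other genes). It was 16.4% with DESeq2 and ran from 12.7% to 16.8% with 1 library left out. Of the 100 splits, 1, the real one, gave a share as large, and the largest other share called in 1 direction was 1.9%. The largest of the simulations, which drew each gene independently, was 0.0266%. The axis difference at 13 DAD kept its sign in all 3 alternatives (-0.191 to -0.086), with the smallest possible exact p both on the fixed axis (0.00794) and with the axis refitted for each relabelling. At 0 DAD the difference of 0.051 had an exact p of 0.0317 on the fixed axis (adjusted 0.0634) and of 0.0516 with the axis refitted (adjusted 0.103), and it was 0.029 with the genes called at 13 DAD only (exact p = 0.127 and 0.0992).

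The fry test presets no correlation and does not compare a list with other genes. With it, the glucosinolate list had an adjusted p of 0.00105 at 13 DAD and 0.00128 at 10 DAD, and light reactions 0.0334 at 13 DAD. With the correlation estimated, the adjusted p was 0.275 for glucosinolates and 0.516 for light reactions at 13 DAD, and 0.0553 and 0.516 at 10 DAD. With fry, light reactions at 10 DAD had 0.437 and the ABA list at 13 DAD 0.00105. With 1 library left out, the glucosinolate list ran from 1.08e-06 to 1.02e-05 at 13 DAD, from 5.81e-08 to 4.53e-05 at 10 DAD and from 0.00247 (without water replicate 2) to 0.358 at 0 DAD, the ABA list from 0.323 to 0.537, from 0.37 to 0.919 and from 0.0168 (without water replicate 1) to 0.22, and light reactions from 2.54e-10 to 2.86e-07, from 3.81e-12 to 0.0123 and from 0.0269 (without ethanol replicate 1) to 0.918. Light reactions at 0 DAD changed sign without ethanol replicate 4 (0.554) and without water replicate 2 (0.516) or 4 (0.55). A camera p as small came from 2, 1 and 38 of the 100 splits for glucosinolates at 13, 10 and 0 DAD, from 14, 58 and 17 for the ABA list, and from 27, 34 and 92 for light reactions.

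The replicate numbers do not pair the libraries, since the correlation between libraries with the same number, after the group means, lay between -0.31 and 0.13. With a replicate block, 1277 genes were higher and 763 lower at 13 DAD, 13 and 34 at 10 DAD and 4 and 2 at 0 DAD, and the ABA list at 0 DAD had an adjusted p of 0.0247.

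Among the fold changes of single genes, 68 of the values under other settings and 148 of those with 1 library left out were no longer called, most of them for genes named at 10 and 0 DAD. All 30 alternative values of normalized counts lay within the spread between libraries.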

Differences from the paper's values

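The paper's log2 fold changes at 13 DAD, in its supplementary tables, were compared for 43 genes, and 0 differed by more than the larger SD of the groups or in sign; the largest difference was 0.354. Supplementary Fig. S7A and B show about 1900 genes at higher and about 1000 at lower levels at 13 DAD, read by eye, against 1353 and 736 here, which is within 1.5 times, though both lie above the values found with 1 library left out (at most 1594 and 864). With DESeq2 in place of edgeR the counts were 1729 and 971. With DESeq2 and all 7 groups in one fit, which was chosen after seeing the values, they were 1906 and 995.

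The paper states that drought-inducible genes were lower in ethanol-treated plants at 13 DAD. Among the 963 tested genes that rose in water-treated plants by 10 DAD, more were higher (25.3%) than lower (3.53%) in ethanol-treated plants at 13 DAD. Most of the higher genes (193 of 244) were no longer called higher at 13 than at 0 DAD in water-treated plants. Of the 569 genes that were higher at both times, 51 (8.96%) were higher and 33 (5.8%) lower in ethanol-treated plants. Of the 269 that still rose between 10 and 13 DAD, 10 were higher and 26 lower. Of the 278 tested that fell between these times, 168 were higher and 0 lower. Of the 416 tested that were called neither way between them, 66 were higher and 8 lower. These sets were chosen after the data were seen and use the water-treated libraries at 13 DAD, but 20 simulations of an unchanged ethanol group called 0 genes of sets defined in these ways in either direction. The simulations drew each gene independently and so lack variation shared by the genes of a plant. Among genes that rose by 13 DAD, 14.5% were lower and 2.61% higher.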

Other observations

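The tests on genes beyond both water-treated groups, on PDF1.2 and on the spread and position of libraries on the drought axis, and the direction test for time of day at 13 DAD, were chosen only after the results were seen.

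Clock genes moved between ethanol- and water-treated plants at 13 DAD by -0.809 (morning minus evening, log2; exact permutation test, p = 0.00794) and at 0 DAD by -0.598 (p = 0.0159), and at 10 DAD by -0.125 (p = 0.246). A difference in the time of day at harvest could therefore be present at 0 DAD, where the change stayed under the 1 log2 set beforehand and the cases cannot be told apart with 6 clock genes. At 13 DAD the 6 genes did not move as sets, with GI higher and ELF4 lower. As a test of time of day at 13 DAD, the direction of the called genes was followed in water-treated plants at 0 DAD against plants before the pretreatment, where the clock genes moved the other way. Of 1888 genes tested in both, 47.8% changed the opposite way, against 46.9% of the other genes. This argues against time of day as the whole source of the 13 DAD differences, provided that the comparison before and after the pretreatment reflects time of day. An earlier test, the share of genes called in both, was set aside because with 406 genes called it had no room to exceed 19.4%; it gave 2.11%.

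In ethanol-treated plants at 13 DAD, 290 genes lay beyond both water-treated groups at 10 and 13 DAD (216 higher, 74 lower), among them the anthocyanin genes LDOX, TT4, DFR and TT8, named after their values were seen. Simulated libraries placed between the means of these groups gave at most 6 such genes in 20 simulations, which argues against ethanol-treated plants at 13 DAD being only a point between the water-treated plants at 10 and 13 DAD. Apart from the position of each library, the simulations drew each gene independently. A peak between these times remains open, since no sample was taken between them. LDOX shares 96.2% of 364 bp with AT4G22870, so its counts are uncertain.

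The libraries of ethanol-treated plants at 13 DAD spread more widely on the drought axis than those of water-treated plants (SD ratio 2.06, or 1.68 with each water-treated library placed on an axis built without it), but not beyond the replicate error (exact permutation test of the deviations, p = 0.31). With the genes called at 13 DAD only, the ratio was 3.23 (exact p = 0.0556). The ratio was 1.97 with thinned libraries and 2.05 without the 20 most abundant genes, which argues against library size and abundant genes as its source. The axis uses the water-treated libraries at 13 DAD. Simulated unchanged ethanol groups, with each gene drawn independently, differed from them in position by at most -0.00763. With the axis refitted for each relabelling, the lowest other difference was -0.062, against -0.073 for the real groups. Both argue against the shared libraries as the whole source of the difference in position.

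PDF1.2 ranged 276-fold, from 281.4 to 77540 normalized counts, among the 5 libraries of water-treated plants at 10 DAD, while their total counts ranged 1.47-fold, which argues against library size. It also ranged 63.3-fold in water-treated plants at 0 DAD, and 60-fold and 21.4-fold in ethanol-treated plants at 10 and 0 DAD, against 3.2-fold or less in the other 3 groups. Genes that varied at least 32-fold numbered 17, 9 and 0 in water-treated plants at 0, 10 and 13 DAD. They numbered 11, 4 and 5 in ethanol-treated plants at these times, and 5 before the pretreatment. Of the 9 in water-treated plants at 10 DAD, 8 have no near-identical copy, which argues against shared reads. With this spread, 5 libraries against 5 cannot tell whether ethanol- and water-treated plants differed in PDF1.2 at 10 DAD (exact permutation test, p = 0.548). No biological explanation was tested.

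Of the genes the paper names elsewhere, ADH1 (log2 fold change -1.61, adjusted p = 0.0284, edgeR), ALDH2B7 (-1.38, adjusted p = 0.00214) and P5CS1 (-1.03, adjusted p = 0.00406) were lower, and MYC2 (2.02, adjusted p = 5.37e-06), DREB1A (1.34, adjusted p = 0.000271) and GOLS3 (1.15, adjusted p = 0.00181) higher in ethanol-treated plants at 13 DAD. P5CS1 was not called with library size only or without ethanol replicate 1 or 2, and GOLS3 not without ethanol replicate 2. NCED3 (-0.14, adjusted p = 0.69) and ACT2 (-0.12, adjusted p = 0.437) were not called. ALDH2B4 (-0.64, adjusted p = 0.00243, edgeR) and ALDH2C4 (-0.89, adjusted p = 0.000353, edgeR) were lower but stayed under the threshold of 1 log2. For both, every ethanol-treated library lay below every water-treated library. CYP707A3 (0.25), ABI1 (0.29, adjusted p = 0.0953, edgeR), AREB1 (-0.22) and COI1 (-0.01) also stayed under the threshold.

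Of the ABA list, CYP707A2 (1.56), NCED4 (3.00), BGLU18 (1.87), ABF3 (1.59) and ABCG22 (1.02) were called higher and CYP707A1 (-1.50) lower at 13 DAD. ABCG22 was not called with DESeq2, with all 7 groups in one fit, with a replicate block, with DESeq2 and all 7 groups, or without ethanol replicate 1, 2 or 3 or water replicate 2 or 3 (range with 1 library left out, 0.86 to 1.15).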
